# KLF9 and KLF13 transcription factors boost myelin gene expression in oligodendrocytes as partners of SOX10 and MYRF

**DOI:** 10.1093/nar/gkac953

**Published:** 2022-11-01

**Authors:** Celine Bernhardt, Elisabeth Sock, Franziska Fröb, Simone Hillgärtner, Mona Nemer, Michael Wegner

## Abstract

Differentiated oligodendrocytes produce myelin and thereby ensure rapid nerve impulse conduction and efficient information processing in the vertebrate central nervous system. The Krüppel-like transcription factor KLF9 enhances oligodendrocyte differentiation in culture, but appears dispensable in vivo. Its mode of action and role within the oligodendroglial gene regulatory network are unclear. Here we show that KLF9 shares its expression in differentiating oligodendrocytes with the closely related KLF13 protein. Both KLF9 and KLF13 bind to regulatory regions of genes that are important for oligodendrocyte differentiation and equally recognized by the central differentiation promoting transcription factors SOX10 and MYRF. KLF9 and KLF13 physically interact and synergistically activate oligodendrocyte-specific regulatory regions with SOX10 and MYRF. Similar to KLF9, KLF13 promotes differentiation and myelination in primary oligodendroglial cultures. Oligodendrocyte differentiation is also altered in KLF13-deficient mice as demonstrated by a transiently reduced myelin gene expression during the first postnatal week. Considering mouse phenotypes, the similarities in expression pattern and genomic binding and the behaviour in functional assays, KLF9 and KLF13 are important and largely redundant components of the gene regulatory network in charge of oligodendrocyte differentiation and myelination.

## INTRODUCTION

In the vertebrate nervous system, the saltatory mode of nerve conduction helps to speed up the transfer and processing of information. It requires axons to be myelinated, either by oligodendrocytes in the central nervous system (CNS) or by Schwann cells in the peripheral nervous system (PNS). Myelinating oligodendrocytes are the terminally differentiated end point of oligodendroglial development and arise from oligodendrocyte progenitor cells (OPCs) in a strictly regulated process that is controlled both by extrinsic as well as intrinsic factors, the latter being organized in a complex gene regulatory network (1–4). This gene regulatory network contains transcription factors that determine overall levels and changes in gene expression by interacting with each other as well as regulatory RNAs and chromatin modifiers in multiple ways.

The Krüppel-like factor 9 (KLF9) is one such transcription factor. It belongs to the Klf group of zinc finger transcription factors that all contain three neighbouring C2H2 zinc fingers in their carboxyterminal DNA-binding domain (5). Within this group, KLF9 is most closely related to KLF13, KLF14 and KLF16. Together these four factors constitute the BTEB-like subgroup of Klf factors (6,7). In addition to the zinc finger-containing DNA-binding domain, BTEB-like Klf proteins share a nuclear localization signal that immediately precedes the first of the three zinc fingers and an aminoterminal SID domain (5). The SID domain mediates interaction with the Sin3A transcriptional corepressor and overlaps with a poorly characterized transactivation domain (6,7). Identified interaction partners of BTEB-like Klf factors include not only corepressors but also transcriptional coactivators such as p300/CBP and PCAF. Accordingly, BTEB-like Klf proteins appear to function as transcriptional activators or repressors in a context-dependent manner (6,7).

KLF9 has previously been identified as a transcription factor that is strongly induced in differentiating oligodendrocytes by thyroid hormone (T3) and may constitute an important effector downstream of T3 on the transcriptional level (8,9). In agreement with the role of T3 as an extrinsic signal for and timer of oligodendrocyte differentiation (10), KLF9 has been shown to increase myelin gene expression and morphological differentiation of oligodendrocytes in culture (8). However, KLF9-deficient mice exhibited normal CNS myelination, which was attributed to the multiplicity and redundancy of stimuli for oligodendrocyte differentiation during developmental myelination in the early postnatal CNS. So far, it has not been studied how KLF9 fits into the oligodendroglial gene regulatory network and how it may interact on a molecular level with other transcription factors known to impact oligodendrocyte differentiation and myelin gene expression.

Here, we show that KLF9 cooperates with the oligodendroglial lineage determinant and HMG-domain transcription factor SOX10 (11) as well as with MYRF, the central regulator of myelination (12), in the activation of regulatory regions associated with oligodendrocyte differentiation and myelin gene expression. Surprisingly, we found similar activities for KLF13, a closely related transcription factor that also occurs in differentiating oligodendrocytes and binds to oligodendrocyte-specific regulatory regions in vivo. Both gain- and loss-of-function studies in oligodendroglial cultures and the analysis of KLF13-deficient mice support a role of KLF13 during differentiation. This argues for at least partial functional redundancy between KLF9 and KLF13 and sheds further light on the regulation of oligodendrocyte differentiation and the complexities of gene regulatory networks underlying developmental processes.

## MATERIALS AND METHODS

### Cell culture, transfections and transductions

The mouse N2a neuroblastoma and the human HEK293 kidney cell lines were grown in Dulbecco's modified Eagle's medium supplemented with 10% fetal calf serum. N2a and HEK293 cells were obtained from ATCC. Cell line identity was confirmed by PCR. Data on the rat Oln93 cells are from (13).

Rodent primary oligodendroglial cells were obtained from dissociated brain tissue of newborn (P0–P3) mice or Wistar rats of both sexes. Mouse and rat OPC cultures were prepared from mixed glial cultures by subsequent shake-off and microglia depletion (14). For standard proliferation conditions, rat OPCs were seeded on poly-D-ornithine-coated dishes, mouse OPCs on poly-d-lysine and laminin-coated dishes and grown in defined basal medium containing N2 supplement, 10 ng/ml PDGF-AA and 10 ng/ml FGF2. For specific gene deletion, membrane-permeable TAT-Cre protein was added at 0.2 nM to proliferating OPC cultures from mice with floxed alleles three days before differentiation (15,16). For differentiation, growth factor containing basal medium was replaced by SATO medium containing T3 and T4.

Established cell lines were transfected with Superfect reagent for luciferase assays (Qiagen), polyethylenimine for extract preparation and Lipofectamin 2000 (ThermoFisher) for production of retroviruses. Primary oligodendroglial cells were transduced in the OPC stage with retroviruses at a MOI of 0.5–1 or transfected with 20 pM siRNA pools (siKlf9, Dharmacon #M-059033-02-0005; siKlf13, Dharmacon #M-063210-00-0005; si-non-target, Thermo Fischer Scientific #D-001206-14-05) using Lipofectamine 2000 (Thermo Fischer Scientific).

### Plasmids and retroviruses

Expression plasmids for KLF9 and KLF13 were based on pCMV5 and generated by inserting the mouse open reading frame of *Klf9* (position 530–1264 in NM_010638) between HindIII and EcoRI and the mouse open reading frame of *Klf13* (positions 370–1239 in NM_021366.3) between HindIII and XbaI sites of the multiple cloning site, either alone or in-frame behind a myc-tag. Coding sequences were also inserted into pCAG–IRES–GFP (17) to produce KLF9- or KLF13-expressing retroviruses. Expression plasmids for SOX10, OLIG1, OLIG2 and myc-tagged MYRFΔC with pCMV5 backbone have been described before (11,13,18,19). Luciferase reporter plasmids were pGL2 based (Promega) and contained previously identified regulatory regions of the *Gjc2, Mag, Aatk, Mbp* and *Plp1* genes (see also Figure 4A) inserted alone (in case of promoters) or in combination with a β-globin minimal promoter (in case of enhancers) in front of a firefly luciferase coding sequence (13,18,20,21).

### Luciferase assays

For most luciferase reporter assays in N2a neuroblastoma cells, 0.1 μg pCMV5-based expression plasmids were used in combination with 0.2 μg luciferase reporter plasmid on standard 24-well culture plates. In case of KLF13 expression plasmids, ten-fold lower amounts were used for optimal results. However, qualitatively similar results were also obtained with standard amounts. Total pCMV5 amounts were kept constant. All transfections were carried out in triplicates and had comparable transfection efficiencies in the range of 20–30% as determined by co-transfected GFP. At 48 h post transfection, whole cell extracts were prepared and luciferase activities were determined in the presence of luciferin substrate by addition of ATP and detection of chemiluminescence (18).

### Antibodies against KLF9 and KLF13

Antibodies were raised in rabbit, guinea pig, or chicken against peptides that corresponded to amino acids 24–143 of mouse KLF9 and to amino acids 24–143 of mouse KLF13. The peptides were produced in *Escherichia coli* BL21 pLysS bacteria from a pET28b plasmid after IPTG induction and purified from whole bacterial extracts under denaturing conditions by an aminoterminally fused 6xHis-tag (22). Antiserum from the final bleed or antibodies purified from egg yolks were tested for specificity in Western blot, immunoprecipitation as well as immunocytochemical and immunohistochemical applications.

### Extract preparation, protein interaction studies and Western blot

Whole cell lysates were produced from HEK293 cells transfected with pCMV5-SOX10, pCMV5-mycMYRFΔC, pCMV5-mycKLF9, pCMV5-KLF9 or pCMV5-KLF13, from primary oliogdendroglial cultures or from spinal cord tissue of 3-day-old pups as described (19). For immunoprecipitations, HEK293 cell extracts were incubated with rabbit antisera directed against SOX10 and KLF13 or anti-myc-tag monoclonals coupled to protein A sepharose beads (G&E Healthcare). For GST pulldown assays, HEK293 cell extracts were incubated with bacterially expressed and purified GST or GST-SOX10 fusion proteins bound to glutathione sepharose beads (23). After precipitation of bead-bound material by centrifugation and extensive washing of the precipitate, proteins were eluted by boiling in Laemmli sample buffer.

For Western blots, whole cell extracts or eluted precipitates were separated on 10–15% polyacrylamide-SDS gels and blotted onto nitrocellulose membranes for antibody-mediated detection of specific proteins. The following antibodies and detection reagents were used: rabbit anti-KLF9 antiserum (home-made, 1:10 000 dilution), rabbit anti-KLF13 antiserum (home-made, 1:10 000 dilution), rabbit anti-GAPDH antiserum (Santa Cruz, sc-25778,1:3000 dilution), rabbit anti-SOX10 antiserum (home-made, 1:3000 dilution), rabbit anti-MBP antiserum (Neo-markers, #RB-1460-A0, Lot# 1460A609D), guinea pig MYRF (home-made, 1:3000 dilution), mouse anti-myc-tag monoclonal (9B11, Cell Signaling, #2276, #Lot24) and horseradish peroxidase-labeled protein A (Zymed Laboratories, 1:3000 dilution). Detection was by chemiluminescence using luminol (Sigma).

### Chromatin immunoprecipitation

Primary oligodendroglial cells were treated after maintenance in proliferating conditions or after 6 days of differentiation with 1% paraformaldehyde at room temperature, lysed and used to prepare cross-linked chromatin that was subsequently sheared with a Bioruptor (Diagenode) to fragments of 150–400 bp. Sheared chromatin was precleared and incubated with rabbit anti-KLF9 antiserum, rabbit anti-KLF13 antiserum or rabbit pre-immune serum. After precipitation with BSA-blocked protein A sepharose beads, crosslink reversal at 65°C and proteinase K digestion, DNA was purified with the NucleoSpin Gel and PCR cleanup Kit (Macherey-Nagel) and used for quantitative PCR using the following primer pairs: 5′-ATCTGAATCCATGATTGTCC-3′ and 5′-GTCAGAAGTAGCCAGAGAGACTG-3′ for the *Gjc2* promoter, 5′-CCTTCTCACCAAGGGAAGGTC-3′ and 5′-GTAACCTTGGTCCCAAGAGACAG-3′ for the *Mag* promoter, 5′-CTGGTACAGTGAGCAACTCAGG-3′ and 5′-AAAACGCACAGATATGCGCAGG-3′ for the *Mbp* promoter, 5′-CAGCGTGGGAGGAGAATTCA-3′ and 5′-CCTTTGTTGGGGGCTGCT-3′ for the *Aatk* promoter, 5′- CCAGGGCATGGGAACGAA-3′ and 5′- CTCCAAACCCTCCAAACAAGC-3′ for the *Plp*1 enhancer and 5′-GTGGCTGCCAAACTAAGGTG-3′ and 5′-CCTGCTGACTGGGCCACATC-3′ or 5′- TCCAGATGTGAGAGAAAAACAA-3′ and 5′-CACCGAGTACAGAAAAGGTCCA-3′ for neighboring control regions. All samples were processed as technical triplicates. The ΔΔCt method was used to calculate the enrichment obtained in the precipitate with rabbit anti-KLF9 or anti-KLF13 antiserum over pre-immune serum.

### Mice

Generation and genotyping of KLF13-deficient and *Sox10^fl/fl^* mice have been described (24,25). Mice were kept under standard housing conditions with continuous access to food and water and 12:12 h light–dark cycles in accordance with animal welfare laws as approved by the responsible local committees and government bodies. Spinal cord tissue was obtained at postnatal days (P) 0, 7, 21 and at 2 months from both male and female animals and snap frozen for later preparation of total RNA and whole cell extracts. Alternatively tissue was processed for cryotome sectioning by fixation in 4% paraformaldehyde, dehydration in 30% sucrose and freezing in Tissue Freezing Medium (Leica) (18).

### Immunochemistry and *in situ* hybridization

Immunohistochemistry and *in situ* hybridization were performed on 10 μm transverse spinal cord cryotome sections (forelimb level). Sectioning was followed by in situ hybridization with DIG-labeled antisense riboprobes specific for *Mbp* and *Plp1* (18) or immunohistochemistry using the following primary antibodies: rat anti-MBP monoclonal (Bio-Rad, #MCA409S, Lot #210610, 1:500 dilution), mouse anti-O4 monoclonal (R&D Systems, #MAB1326, Lot#HWW1115081, 1:500 dilution), goat anti-SOX10 antiserum (home-made, 1:1000 dilution) (26), guinea pig anti-KLF9 antiserum (1:3000, home-made, this study), chicken anti-KLF13 antibodies (1:3000, home-made, this study) rabbit anti-MYRF antiserum (home-made, 1:400 dilution) (18), rabbit anti-OLIG2 antiserum (Millipore, #AB9610, Lot # 2060464, 1:1000 dilution), goat anti-PDGFRA antiserum (R&D Systems, #AF1062, Lot# E-1210, 1:50 dilution), and chicken anti-GFP antibodies (1:10 000, Aves Labs, #GFP‐1020, Lot#GFP879484). Secondary antibodies were coupled to Cy3 (Dianova, 1:200 dilution), Cy5 (Dianova, 1:200 dilution) or Alexa Fluor 488 (Molecular Probes, 1:500 dilution) fluorescent dyes. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI). Some of the antibodies were also used for immunocytochemistry on cells cultured on cover slips and treated with 4% paraformaldehyde for 15 minutes. Stainings were documented with a Leica DMI6000 B inverted microscope (Leica) equipped with a DFC 360FX camera (Leica).

### Quantitative RT-PCR (qRT-PCR)

RNA was prepared from primary rodent oligodendroglial cultures under proliferative and differentiation conditions and from mouse spinal cord at P0, P7, P21 and 2 months using Trizol (Invitrogen). After reverse transcription RNA was used for quantitative PCR on a Biorad CFX96 Real Time PCR System using PowerUp SYBR Green Mastermix (Thermo Fisher Scientific). Primer pairs for *Sox10*, *Pdgfra*, *Mbp, Mag, Plp1, Acss2, Mboat1* and *Lss* have been described before (26–28). They were newly designed for *Klf9* (for rat 5′-GTCACGACCAGAGTGCTTCA-3′ and 5′-GGTGTGCTCTTGCTTGCATA-3′, for mouse 5′-AGTGCATACAGGTGAACGGC-3′ and 5′-GGGCTGGCAAGAGCCTTTTT-3′), *Klf13* (for rat 5′-GAGAAGCGCTTCATGC-3′ and 5′-GCTTTCCTATTACCAAAGGG-3′, for mouse 5′-CGAGAAAGTTTACGGGAAAT-3′ and 5′-CAGCTGAACTTCTTCTCG-3′), *Klf14* (for rat 5′- TCCTTCAAGCACAACCCCC -3′ and 5′- GCAAGACTTCCCACTACCCTCT-3′) and *Klf16* (for rat 5′-CTTCGCACCTCAAGTCACACC-3′ and 5′-GGCGTGCTTGGTCAGGT-3′). All samples were processed as technical triplicates. Transcript levels were normalized to *Rpl8*. The ΔΔCt method was used for data analysis.

### RNA-seq and analysis

Total RNA was isolated from cultured primary mouse oligodendroglia of Klf13-knockout pups and wildtype controls after 6 days of differentiation using the RNeasy Micro Kit (Qiagen). RNA samples (three Klf13-knockout and four control samples) were treated with DNaseI to remove contaminating DNA and quantified using a Qubit 4.0 fluorometer (Life Technologies). RNA integrity was checked on an Agilent 5300 Fragment Analyzer (Agilent Technologies). RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina following the manufacturer's instructions (NEB), multiplexed and sequenced on an Illumina NovaSeq 6000 instrument using a 2 × 150 Pair-End (PE) configuration. On average 67 million reads were generated per library (GENEWIZ Germany GmbH, Leipzig). Sequence analysis and base calling were conducted by NovaSeq Control Software v1.7. Generated raw sequence data were converted into fastq files and de-multiplexed using Illumina bcl2fastq program version 2.20 with one mismatch allowed for index sequence identification. Sequence reads were trimmed using Trimmomatic v.0.36 and mapped to the mouse reference genome available on ENSEMBL using STAR aligner v.2.5.2b. Unique gene hit counts within exon regions were calculated using the Subread package v.1.5.2. Subsequently, DESeq2 was used for downstream differential expression analysis. Gene expression values are deposited in GEO under accession number GSE212736. To identify changes in gene expression upon loss of KLF13, a list of genes with significantly changed expression (DEGs, absolute log_2_-fold change ≥±1.0 and adjusted *P*-value of ≤0.05) was generated using the Wald test. A bi-clustering heatmap was created using the pheatmap R package by plotting log_2_ transformed expression values in samples to visualize the expression profile of the top 30 differentially expressed genes sorted by their adjusted *P*-value. Gene ontology (GO) analysis of DEGs with base mean counts ≥20 and an absolute log_2_-fold change ≥±1.5 was performed using the Gene Ontology enrichment, analysis and visualization tool GOrilla (http://cbl-gorilla.cs.technion.ac.il/) in combination with semantic clustering by REViGO (http://revigo.irb.hr/) (33). The Gene Set Enrichment Analysis (GSEA) tool from the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp) was employed to determine whether a defined set of genes shows statistically significant, concordant differences between RNA samples from control and KLF13-deficient samples.

### Bioinformatic analysis of transcription factor binding

For motif discovery within DNA sequences, the DNA-pattern program of the Regulatory Sequence Analysis Tools (http://rsat.sb-roscoff.fr/) was used. Binding motifs for Klf proteins (5′-(A/C)C(G/A/T)CCC-3′) and Sox10 (5′-(A/T)CAA(A/T)-3′) were not only mapped in the oligodendrocyte-specific regulatory sequences studied in luciferase assays (see Figure 4A), but also near Sox10 ChIP-seq peaks (29) associated with genes specifically expressed in newly formed oligodendrocytes or myelinating oligodendrocytes (30). For the latter, each of the 3042 CNS-specific Sox10 peaks acc. to GSE64703 was enlarged by 250 bp on both sides and used in the bedtools program Intersect intervals (Galaxy version 2.30.0) to identify 1084 genes in the rn5 genome that have Sox10 peaks in their proximity. The Bioinformatics and Evolutionary Genomics webtools platform (http://bioinformatics.psb.ugent.be/) was used to determine a group of 282 among the 1084 genes that were expressed in newly formed or myelinating oligodendrocytes with a FPKM value ≥20. Within this group, 105 genes were solely expressed in newly formed oligodendrocytes, 170 genes in newly formed and myelinating oligodendrocytes and 7 in myelinating oligodendrocytes only. Intersect intervals was then used to map all CNS-specific Sox10 peaks in regions encompassing the 105 genes from newly formed oligodendrocytes and the 177 from myelinating oligodendrocytes genes ±10 kb up- and downstream, leading to the identification of 186 Sox10 peaks for newly formed and 257 Sox10 peaks for myelinating oligodendrocytes. The exact sequences of the Sox10 peaks (with 250 bp on each side) were then retrieved with the help of the program fetch-sequences from UCSC on the Regulatory Sequence Analysis Tools platform, and subsequently analysed for Klf binding motifs.

### Statistical analysis

To determine whether differences in transcript levels, luciferase activities, protein amounts, precipitates or cell numbers were statistically significant, a two-tailed Student's *t* test or one way Anova with Bonferroni correction was performed as indicated in the respective figure legend (*P ≤ 0.05; **P ≤ 0.01, ***P ≤ 0.001). Results from independent animals or separate experiments were treated as biological replicates (*n* ≥ 3).

## RESULTS

### Occurrence of BTEB-like Klf proteins in oligodendroglial cells

To better understand the role of KLF9 in oligodendroglial development, we first compared its expression to other Klf proteins in these cells. We restricted our analysis to the close relatives within the BTEB subgroup of Klf proteins. Available expression data indicated substantial expression of *Klf9* and *Klf13* (30). However, according to these data neither *Klf9* nor *Klf13* transcripts were restricted to oligodendroglial cells, but were also present at high levels in neurons and astrocytes (Figure 1A, B). Compared to *Klf9* and *Klf13*, transcripts for *Klf16* occurred at much lower levels in oligodendroglial cells and *Klf14* expression was virtually undetectable in any of the major neuroectodermal cell types of the CNS (Figure 1C, D). RNA-seq data from oligodendroglial cells isolated from spinal cord at P6 and purified by FACS (27) confirmed the prominent occurrence of *Klf9* and *Klf13* in oligodendroglial cells and indicated that *Klf13* exhibits an even stronger expression during the active phase of myelination than *Klf9* (Figure 1E). In cultured oligodendroglial cells, both Klf9 and Klf13 amounts increased substantially during differentiation both on transcript level as determined by quantitative RT-PCR (qRT-PCR) (Figure 1F) and on protein level as determined by Western blot (Figure 1G, H) in a manner qualitatively similar to Mbp and reciprocal to Pdgfra levels. In contrast, *Klf14* and *Klf16* levels remained unaffected by a change from proliferation to differentiation promoting conditions (Figure 1F). By immunohistochemistry on postnatal spinal cord, KLF9 and KLF13 proteins were detectable from P0 onwards in a substantial fraction of SOX10- and MYRF-positive cells, but were absent from the majority of PDGFRA-positive OPCs at all times analysed (Figure 2A–D). The fraction of co-labelled SOX10-positive cells increased from 39 ± 9% at the day of birth for KLF9 and 61 ± 8% for KLF13 to 67 ± 6% for KLF9 and 74 ± 2% for KLF13 during the first week. For MYRF-positive cells, the increase was from 65 ± 8% for KLF9 and 76 ± 18% for KLF13 to 77 ± 7% for KLF9 and 87 ± 1% for KLF13 (Figure 2B,D). The first postnatal week coincides with the active phase of oligodendroglial differentiation and myelination. At P21, the fraction of MYRF-positive cells that simultaneously expressed KLF9 or KLF13 amounted to 92 ± 1% for KLF9 and 91 ± 3% for KLF13.

**Figure 1.**
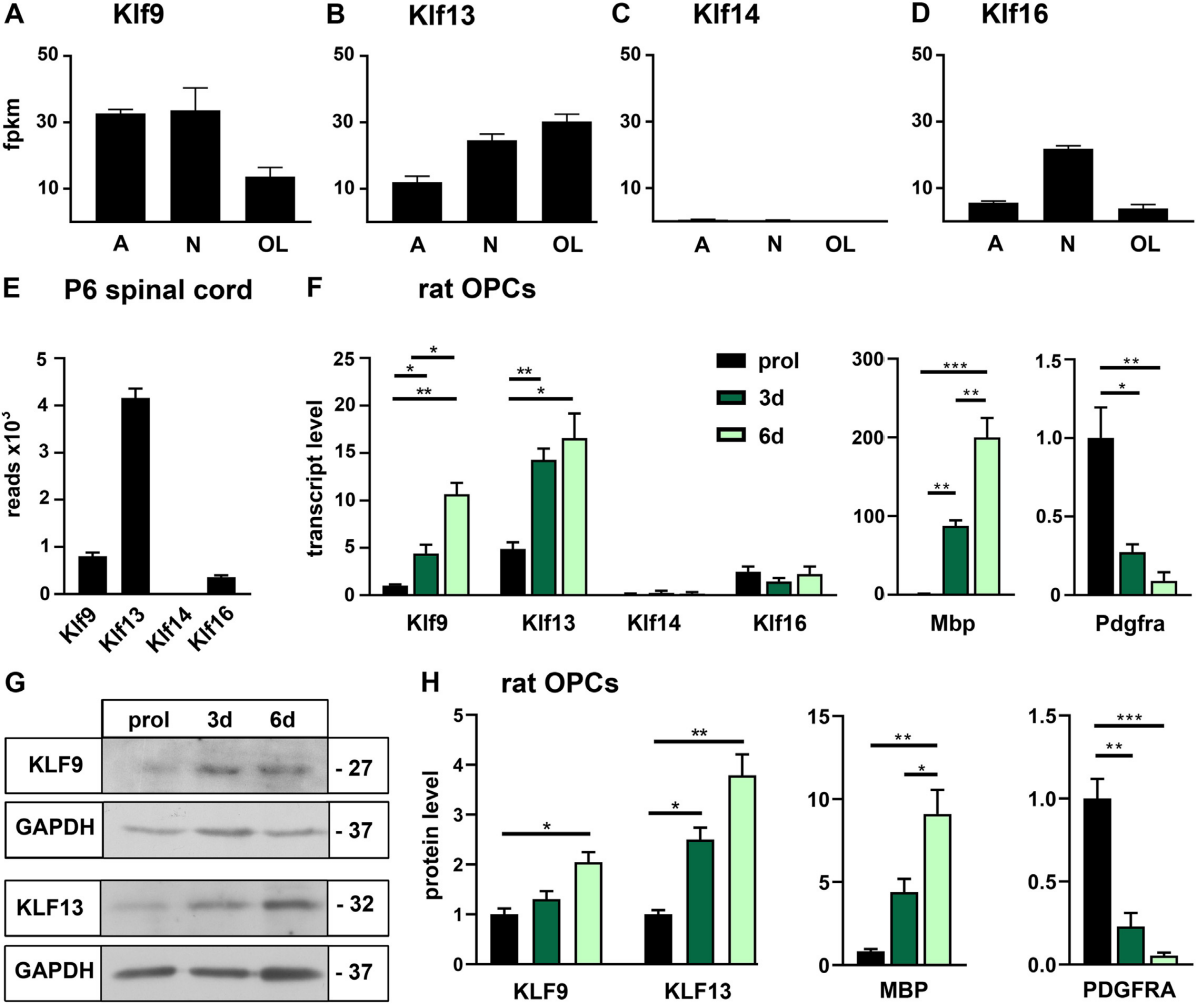
Expression of BTEB-like Klf factors in oligodendroglial cells. (**A–D**) Transcript levels for *Klf9, Klf13, Klf14* and *Klf16* in neuroectodermal cell types (A, astrocyte; N, neuron; OL, newly formed oligodendrocyte) after immunopanning at the time of birth (expressed as FPKM) according to GSE 52564 (30). (**E**) Transcript levels for *Klf9, Klf13, Klf14* and *Klf16* in oligodendroglial cells from spinal cord at P6 (expressed as read counts) according to GSE119127 (27). (**F**) Relative transcript levels for *Klf9, Klf13, Klf14*, *Klf16, Mbp and Pdgfra* in primary rat oligodendroglial cultures kept under proliferative conditions (prol) or undergoing differentiation for 3 or 6 days (3d, 6d) as determined by qRT-PCR. Normalized transcript levels for *Klf9, Mbp* and *Pdgfra* under proliferating conditions were set to 1, and levels in differentiating oligodendrocytes expressed relative to it (*n* = 3). (**G**, **H**) Protein amounts of KLF9, KLF13, MBP and PDGFRA in whole cell extracts from rat oligodendroglial cells kept under proliferating or differentiating conditions as determined by Western blot (G). Numbers on the right of the panels represent approximate size in kDa. For quantification (H), band intensities in proliferating cells were set to 1 after normalization to GAPDH levels, and values for differentiating cells expressed relative to it (*n* = 3). Statistical significance was determined by two-tailed Student's t test (F) and one way Anova (H) (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001).

**Figure 2.**
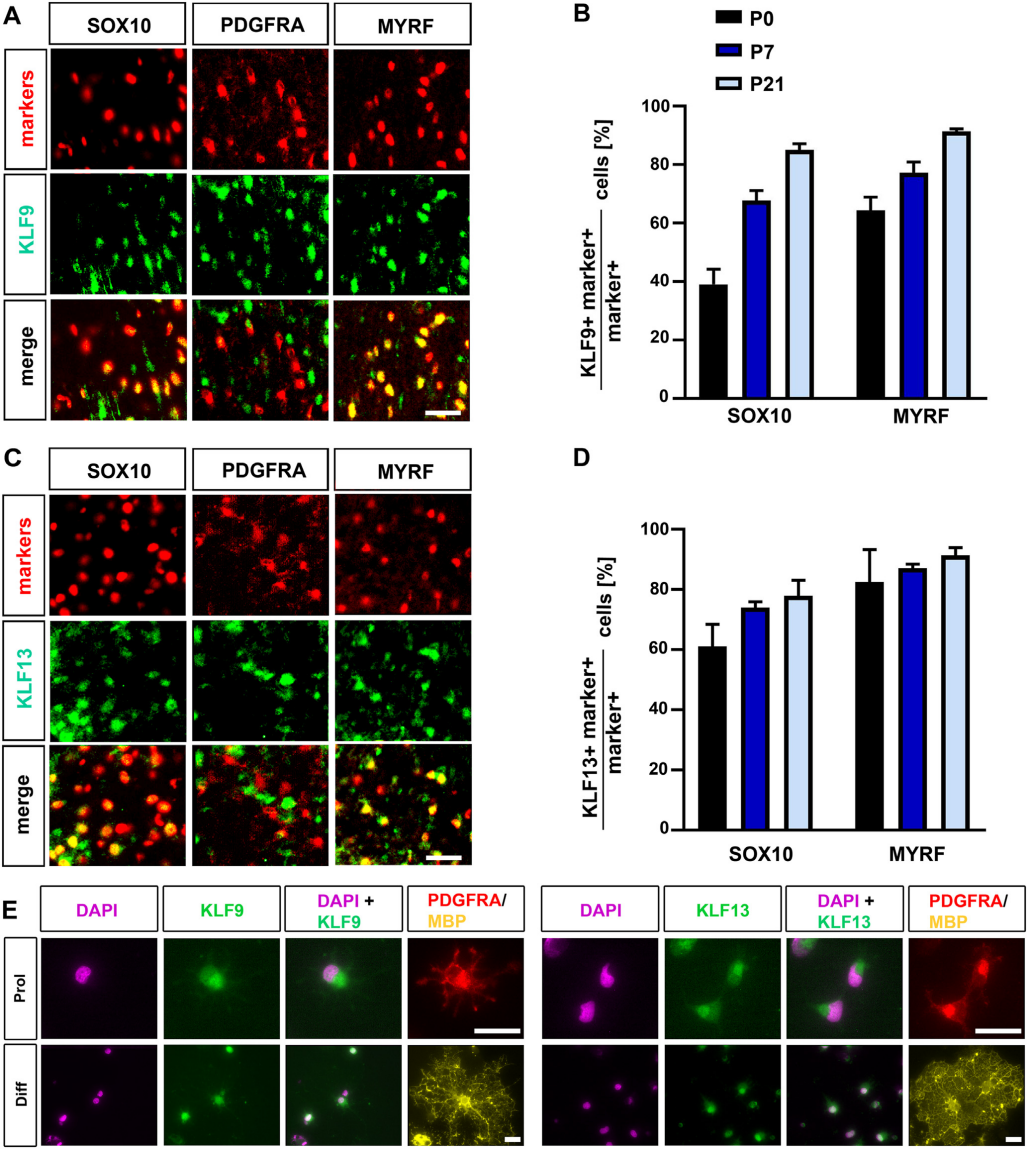
Occurrence and localization of KLF9 and KLF13 during oligodendroglial development. (**A–D**) Detection and quantification of KLF9 (A, B) and KLF13 (C, D) in oligodendroglial cells at P0, P7 and P21 following co-immunohistochemistry of Klf-specific antibodies (in green) with antibodies against SOX10, PDGFRA and MYRF (all in red). Exemplary pictures (A, C) were taken from the ventrolateral white matter of spinal cord tissue at P7. Quantification of the fraction of SOX10-positive oligodendroglial cells and MYRF-positive oligodendrocytes in the white matter that co-expressed KLF9 (B) or KLF13 (D). (**E**) Subcellular localization of KLF9 and KLF13 proteins by microscopy following co-immunohistochemistry of KLF-specific antibodies (in green) with antibodies against PDGFRA (red) and MBP (yellow), combined with a DAPI nuclear counterstain (magenta) in primary oligodendroglial cells cultured under proliferating (upper row) or differentiating (lower row) conditions. Scale bar: 50 μm (A, C), 25 μm (E).

When subcellular localization of KLF9 and KLF13 was compared in oligodendroglial cultures between the few PDGFRA-positive OPCs that expressed low amounts of the Klf proteins and MBP-positive oligodendrocytes, an increased nuclear presence was observed for both Klf proteins in differentiating cells (Figure 2E). In summary, our data argue that KLF9 and KLF13 are the predominant BTEB-like Klf proteins in oligodendroglial cells and that changes in their expression level and subcellular localization are linked to the differentiation process.

### Influence of thyroid hormone and SOX10 as upstream regulators of KLF9 and KLF13

To understand how KLF9 and KLF13 integrate into the oligodendroglial gene regulatory network, we first studied their induction by thyroid hormone (T3). Previous studies had shown that *Klf9* expression was robustly induced by T3 in oligodendroglial cells even when cultured under proliferative conditions in the presence of mitogens (8,9). Our own experiments reproduced the T3-dependent induction of *Klf9* expression (Figure 3A). At the same time, we failed to detect similar alterations of *Klf13* or *Sox10* levels. It thus appears that the expression of the two closely related Klf factors differs in their T3-responsiveness.

**Figure 3.**
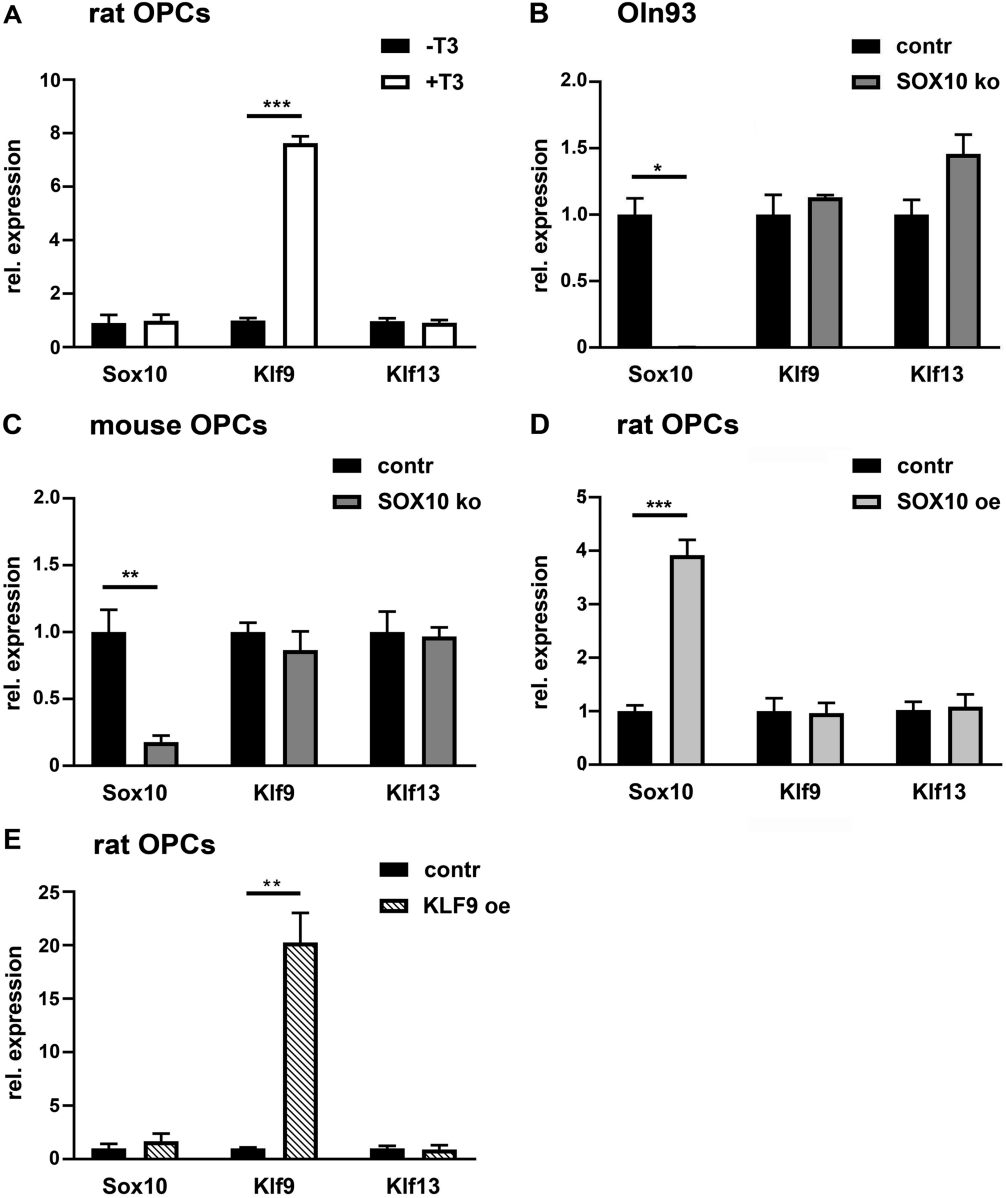
Influence of T3 and SOX10 on oligodendroglial Klf9 and Klf13 expression. (**A**) Determination of *Sox10*, *Klf9* and *Klf13* transcript levels in primary rat oligodendroglial cultures kept under differentiating conditions in the absence (–T3) or presence (+T3) of thyroid hormone by qRT-PCR. Expression levels for each gene in the absence of T3 were set to 1 ± SEM (*n* = 3). (**B**) Relative expression of *Sox10*, *Klf9* and *Klf13* in the Oln93 cell line (contr) as compared to genome-edited clonal derivatives with *Sox10* gene inactivation (SOX10 ko) according to GSE136659 (13). Expression levels for each gene in control Oln93 cells were set to 1 ± SEM (*n* = 3). (**C**) qRT-PCR determining *Sox10*, *Klf9* and *Klf13* expression in primary oligodendroglial cells from *Sox10^fl/fl^* mice (contr) as compared to cells treated with TAT-Cre (SOX10 ko) prior to a 3-day cultivation under differentiating conditions. Expression levels for each gene in untreated cells were set to 1 ± SEM (*n* = 3). (**D, E**) qRT-PCR determining *Sox10*, *Klf9* and *Klf13* expression in rat oligodendroglial cells transduced with GFP (contr in D,E), GFP and SOX10 (SOX10 oe in D) or GFP and KLF9 (KLF9 oe in E) co-expressing retrovirus. Expression levels for each gene in GFP-transduced cells were set to 1 ± SEM (*n* = 3).

In a second set of experiments, we analysed the impact of the central transcriptional regulator and lineage determinant SOX10 on the expression of the two Klf factors. In the rat oligodendroglial cell line Oln93, CRISPR/Cas9-mediated inactivation of the *Sox10* gene did not affect the expression levels of *Klf9* or *Klf13* (Figure 3B). Similarly, primary oligodendroglial cells from *Sox10^fl/fl^* mice exhibited comparable amounts of *Klf9* and *Klf13* transcripts independent of whether the cells were treated with TAT-Cre and had lost SOX10 expression before differentiation and RNA isolation (Figure 3C). Expression of the two Klf factors also remained unchanged in rat primary oligodendroglial cultures after SOX10 overexpression following retroviral transduction (Figure 3D). Expression of *Klf9* and *Klf13* is thus independent of SOX10 in oligodendroglial cells.

Finally, we studied the consequences of KLF9 overexpression on *Klf13* expression in primary oligodendroglial cultures. Again we failed to detect any alterations of *Klf13* (and *Sox10*) transcript levels arguing that Klf13 expression is not downstream of KLF9 in oligodendroglial cells (Figure 3E).

### Synergistic activation of SOX10-responsive regulatory regions from myelin genes

We have previously characterized a number of regulatory regions within or near the *Gjc2* (*Connexin 47*), *Mag*, *Aatk, Mbp* and *Plp1* genes that are active in oligodendrocytes (29) and mediate SOX10-dependent gene activation during terminal differentiation (18,20,21). All regions contained at least one and usually several predicted Klf binding motifs arguing that they may also be targeted by KLF9 and KLF13 (Figure 4A). A specific pattern in distance or orientation to known or predicted SOX10 binding sites was not detected.

**Figure 4.**
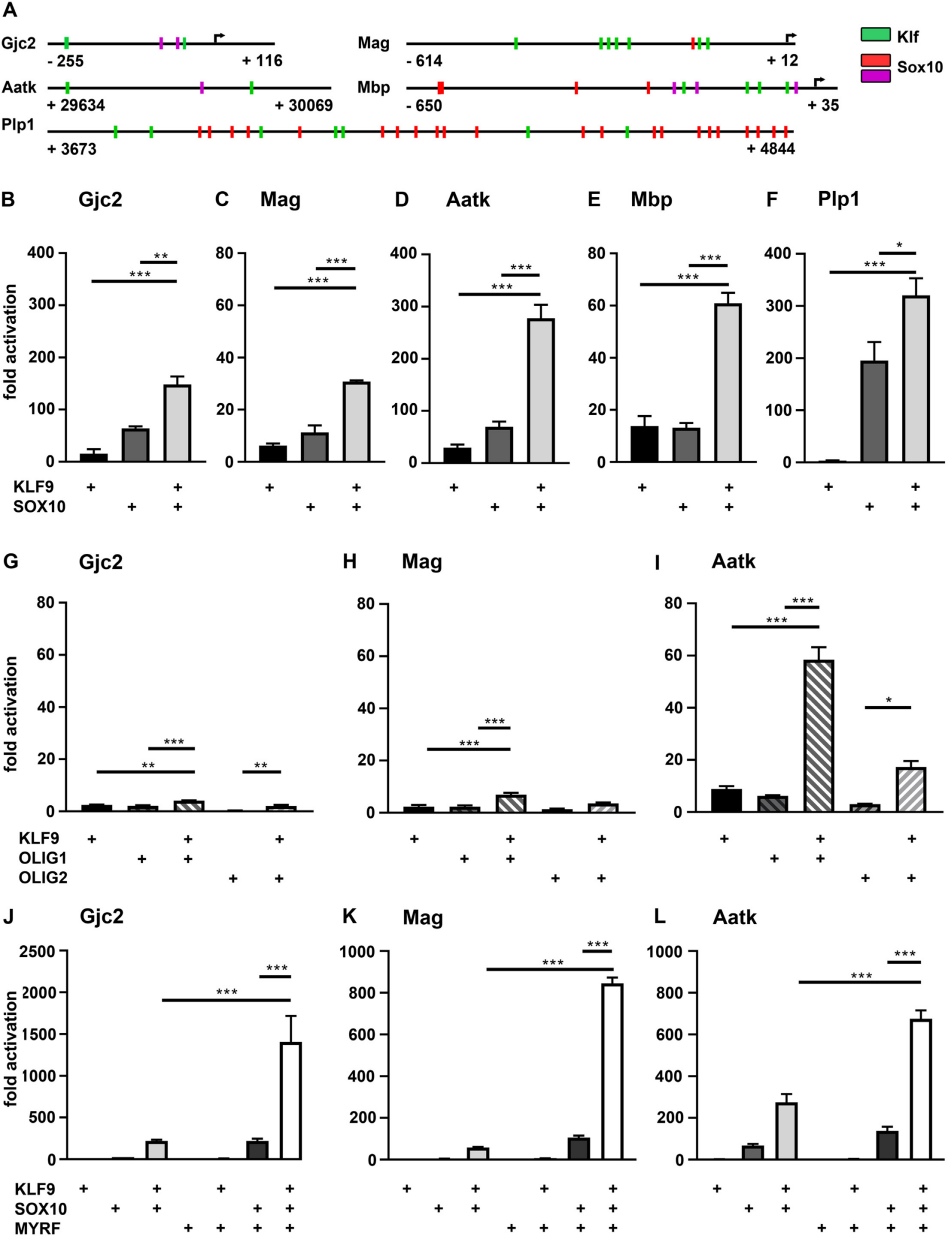
Transcriptional activity of KLF9 on regulatory regions from differentiating oligodendrocytes. (**A**) Localization of predicted Klf binding motifs (green boxes) within the oligodendroglial regulatory regions from the *Gjc2*, *Mag*, *Aatk*, *Mbp* and *Plp1* genes relative to predicted (red boxes) and validated (magenta boxes) SOX10 binding sites. For each regulatory region, first and last positions relative to the transcriptional start site (arrow) are given. (**B–L**) Luciferase assays in N2a cells transiently transfected with reporter genes under control of regulatory regions from the *Gjc2* (B, G, J), *Mag* (C, H, K), *Aatk* (D, I, L), *Mbp* (E) and *Plp1* (F) genes in the presence (+) of various combinations of KLF9 (B–L), SOX10 (B–F, J–L), OLIG1 (G–I), OLIG2 (G–I) and MYRF (J–L) as indicated below the bars. Effector-dependent activation rates are presented as fold inductions ± SEM with transfections in the absence of effectors arbitrarily set to 1 for each reporter construct (*n* = 3). Differences were statistically significant as determined by one way Anova with Bonferroni correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001).

For a better understanding of the molecular mechanism of Klf function, we chose to test these regulatory regions in transiently transfected N2a cells for their response towards Klf proteins in luciferase reporter assays. We started out with KLF9 and compared the effect of its presence with the well known activation by SOX10 (Figure 4B–F). KLF9 activated all regulatory regions between 4 ± 1-fold for the intronic *Plp1* and 29 ± 6-fold for the intronic *Aatk* enhancer (Figure 4B–F). Activation rates were, however, fairly modest in general and with the exception of the *Mbp* promoter below the rates obtained with SOX10 for the corresponding reporter constructs. Therefore, it was intriguing to see that all luciferase reporters exhibited a high activation in the joint presence of KLF9 and SOX10 (Figure 4B–F). Activation rates were in all cases more than additive and most impressive for the *Aatk* enhancer where joint activation rates were ∼3-fold higher than the sum of single activation rates (Figure 4D).

As most of these regulatory regions additionally bind Olig proteins according to ChIP-seq experiments (31), we also used them to study functional interactions between KLF9 and OLIG1 or OLIG2. These co-transfections, however, provided little indication for substantial cooperative effects between KLF9 and the Olig proteins except for the *Aatk* enhancer (Figure 4G-I). On this regulatory region, KLF9 was much more effective in combination with OLIG1 than with OLIG2 (Figure 4I). This is in line with previous reports that ascribe a more prominent role during oligodendrocyte differentiation to OLIG1 than OLIG2 (32).

As the third major driver of myelin gene expression in differentiating oligodendrocytes we then tested the MYRF transcription factor (12) for its ability to functionally cooperate with KLF9. The combination of KLF9 and MYRF was not more active on any of the analysed regulatory regions than KLF9 alone (Figure 4J–L). We had previously shown, however, that MYRF and SOX10 strongly activated these regions together (13,18). Therefore, we also performed reporter assays in N2a cells co-transfected with KLF9, MYRF and SOX10. This particular combination of transcription factors yielded activation rates for each of the regulatory regions that were substantially higher than obtained in parallel transfections for either KLF9 and SOX10 or SOX10 and MYRF (Figure 4J–L). The magnitude of the obtained cooperative effect was impressive for all analysed regulatory regions. The *Gjc2* promoter, for instance, experienced a ca. 220-fold activation in the presence of KLF9 and SOX10 as well as in the presence of SOX10 and MYRF. The triple combination of KLF9, SOX10 and MYRF elicited a massive 1408-fold activation (Figure 4J). We conclude from these transfections that KLF9 likely cooperates with SOX10 in the activation of oligodendroglial differentiation and myelin genes and that MYRF is a further reinforcing partner in this induction event.

For comparison, we also analysed KLF13 for its effect on the various regulatory regions (Figure 5A–E). Despite differences in the exact fold inductions, KLF13 exhibited activation rates that were overall comparable to KLF9. In combination with SOX10, we again observed more than additive activation rates for all regulatory regions tested. Differences between KLF9 and KLF13 were a bit more pronounced in their respective cooperation with Olig proteins (Figure 5F–H). KLF13 was more broadly active in combination with Olig proteins and less discriminatory in its choice between OLIG1 and OLIG2 than KLF9. However, joint activation rates remained below levels obtained with SOX10.

**Figure 5.**
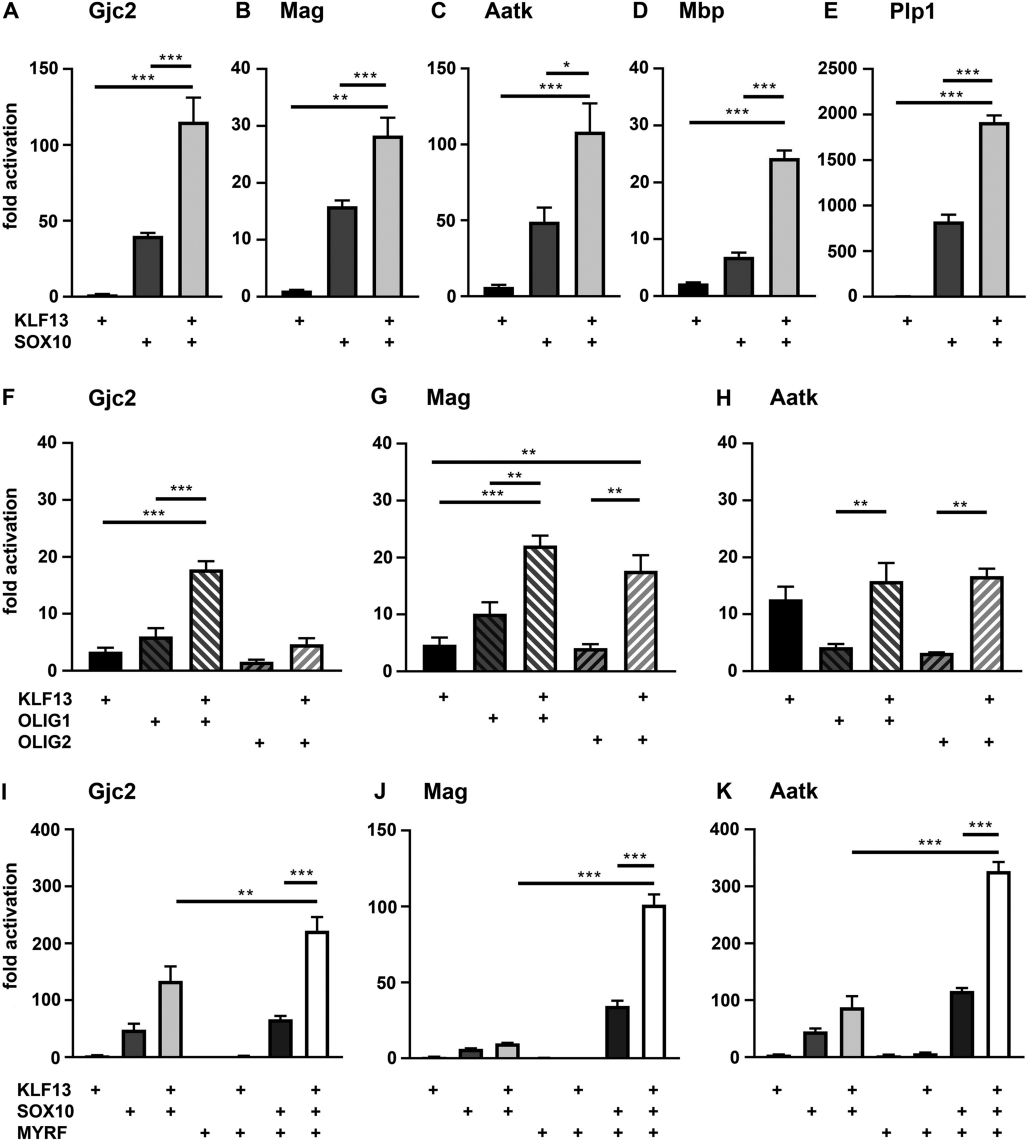
Transcriptional activity of KLF13 on regulatory regions from differentiating oligodendrocytes. (**A–K**) Luciferase assays in N2a cells transiently transfected with reporter genes under control of regulatory regions from the *Gjc2* (A, F, I), *Mag* (B, G, J), *Aatk* (C, H, K), *Mbp* (D) and *Plp1* (E) genes in the presence (+) of various combinations of KLF13 (A–K), SOX10 (A–E, I–K), OLIG1 (F–H), OLIG2 (F–H) and MYRF (I–K) as indicated below the bars. Effector-dependent activation rates are presented as fold inductions ± SEM with transfections in the absence of effectors arbitrarily set to 1 for each reporter construct (*n* = 3). Differences were statistically significant as determined by one way Anova with Bonferroni correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001).

Importantly, KLF13 also displayed transcriptional activity in combination with SOX10 and MYRF on all analysed regulatory regions, although the obtained superstimulation rates were not as impressive as those for KLF9 (Figure 5I–K). Despite these quantitative differences, KLF9 and KLF13 function in a qualitatively similar manner in reporter gene assays.

For detailed insight into the functional interaction with SOX10, we checked for the ability of Klf proteins to physically interact with SOX10. Co-immunoprecipitation experiments on extracts from HEK293 cells transfected with myc-tagged KLF9, SOX10, or both resulted in KLF9 precipitation with antibodies against SOX10 when SOX10 was present in the extract (Figure 6A, middle panel). Similarly, SOX10 was precipitated from KLF9-containing HEK293 cell extracts with anti-myc-tag antibodies (Figure 6A, right panel). When KLF9 was replaced by KLF13 in the co-immunoprecipitation experiments, similar results were obtained (Figure 6B). Interactions between SOX10 and the two Klf proteins were also detected in extracts from primary oligodendroglial cells kept for 3 days or more under differentiating conditions in cell culture by co-immunoprecipitation of SOX10 with antibodies directed against KLF9 or KLF13 (Figure 6C, D).

**Figure 6.**
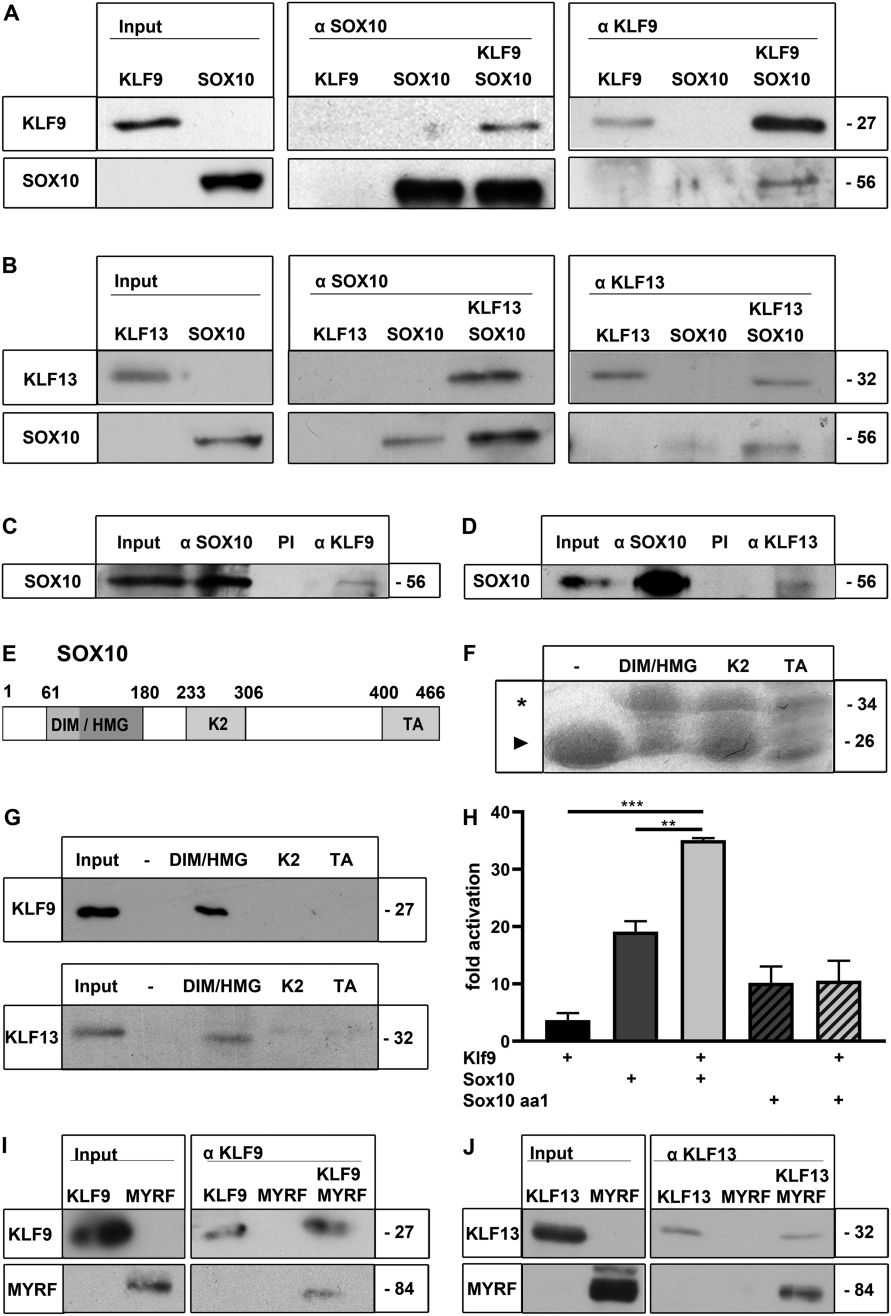
Physical interaction of Klf proteins with SOX10 and MYRF. (**A**, **B**) Co-immunoprecipitation of KLF9 (A) or KLF13 (B) with SOX10 from extracts of transfected HEK293 cells. The Western blot on the left shows the input. The middle panel is from a representative experiment in which HEK293 extracts containing either the Klf protein, SOX10 or a combination of both underwent precipitation after incubation with anti-SOX10 (αSOX10) antibodies. The right panel shows the results from precipitation with anti-myc (αKLF9) or anti-KLF13 (αKLF13) antibodies. (**C**, **D**) Immunoprecipitation of SOX10 from extracts of primary oligodendroglial cells kept for at least 3 days under differentiating conditions using antisera directed against SOX10 (αSOX10), KLF9 (αKLF9, C) or KLF13 (αKLF13, D) as well as the respective pre-immune sera (PI). The Western blots show SOX10 input and precipitates. (**E**) Domain structure of Sox10: DIM/HMG, dimerization and HMG-domain; K2, central protein-protein interaction and transactivation domain; TA, carboxy-terminal transactivation domain. (**F**) Coomassie stain of polyacrylamide-SDS-gel showing GST (–, marked by arrowhead) and fusions between GST and functional SOX10 domains (23) (marked by asterisk) after expression in bacteria, purification and binding to glutathione sepharose beads. (**G**) Bead-bound KLF9 (upper blot) and KLF13 (lower blot) were visualized after GST pulldown from HEK293 extracts (input) by Western blot with anti-myc antibodies for KLF9 or anti-KLF13 antibodies. (**H**) Luciferase assays in N2a cells transiently transfected with the *Gjc2* luciferase reporter in the presence (+) of various combinations of KLF9, SOX10 and the SOX10 aa1 mutant as indicated below the bars. Effector-dependent activation rates are presented as fold inductions ± SEM with transfections in the absence of effectors arbitrarily set to 1 (*n* = 3). Differences were statistically significant as determined by one way Anova with Bonferroni correction (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001). (**I, J**) Co-immunoprecipitation of MYRF with KLF9 (I) or KLF13 (J) from extracts of transfected HEK293 cells containing either the Klf protein, MYRF or a combination of both. The Western blot on the left shows the input. The blot on the right shows the results from precipitation with antisera against KLF9 (αKLF9) or KLF13 (αKLF13). Numbers on the right side of blots indicate the approximate molecular weight of proteins in kDa.

To further confirm the interaction, GST pulldown experiments were carried out with conserved domains of the SOX10 protein (Figure 6E). The domains were produced as recombinant GST fusion proteins in bacteria, bound in sufficient amounts to glutathione-sepharose beads (Figure 6F) and incubated with KLF9- or KLF13-containing HEK293 extracts. By pulldown, the physical interaction of both Klf proteins was mapped to the SOX10 region encompassing dimerization and adjacent HMG domains (Figure 6G). Reporter assays with luciferase under control of the *Gjc2* promoter provided additional evidence for the relevance of the dimerization domain in the context of synergistic gene activation. As the essential SOX10 binding sites in the *Gjc2* promoter are monomeric (21), it can still be activated in N2a cells by the dimerization-deficient aa1 mutant (position 71–73 CIR to AAA) of SOX10 (33). However, Klf proteins were only able to cooperate with wildtype SOX10 and not with the aa1 mutant as exemplified for KLF9 (Figure 6H). Both KLF9 and KLF13 also physically interacted with MYRF as evident by co-immunoprecipation of MYRF from extracts of transfected HEK293 cells using antibodies against KLF9 and KLF13 (Figure 6I,J).

### Oligodendroglial development and CNS myelination in KLF13-deficient mice

Developmental myelination in KLF9-deficient mice was reported normal (8). Our new results point to a substantial functional overlap between KLF9 and KLF13 during this process as one likely explanation. In contrast to KLF9 deletion mutants, KLF13-deficient mice (24) were not yet analyzed with respect to oligodendroglial development. To fill this gap, we studied oligodendroglial cells in the spinal cord of KLF13-deficient mice in the early postnatal period of active myelination (P0 – P21) and during early adulthood (2 months). First we quantified the total number of oligodendroglial cells by immunohistochemistry using antibodies directed against the lineage markers SOX10 and OLIG2 (Figure 7A, B, E). At all time points analyzed, oligodendroglial cell numbers in KLF13-deficient spinal cords were comparable to those from control littermates. We were unable to detect differences in the number of PDGFRA-positive OPCs (Figure 7C) or MYRF-positive premyelinating and myelinating oligodendrocytes that substantially increase during the first two months (Figure 7D, F). Microscopic inspection of the sections furthermore revealed a normal distribution of oligodendroglial cells and differentiating oligodendrocytes, arguing that prenatal OPC migration occurs normally and that oligodendrocytes start their differentiation in the future white matter regions even in the absence of KLF13 (Figure 7E, F).

**Figure 7.**
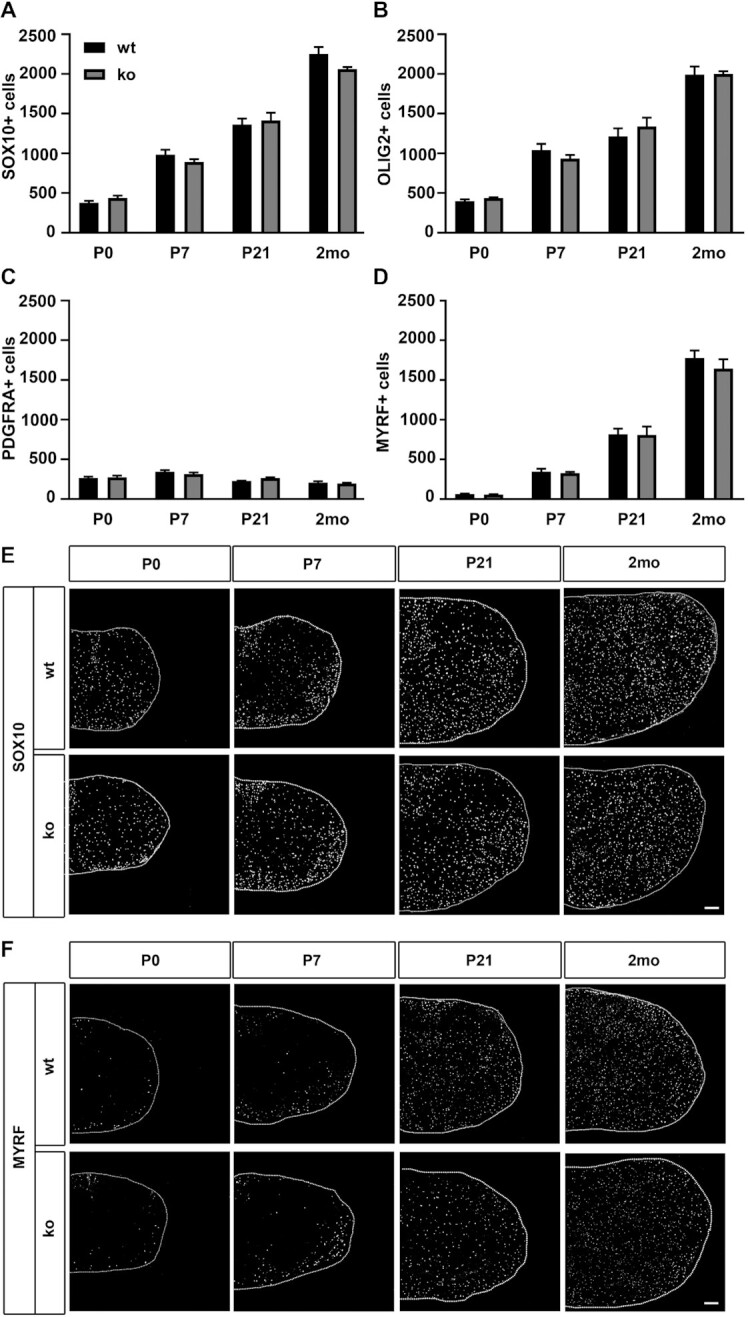
Oligodendroglial development in KLF13-deficient mice. (**A–D**) Quantification of the number of SOX10-positive (A) and OLIG2-positive (B) oligodendroglial cells, PDGFRA-positive OPCs (C) and MYRF-positive premyelinating and myelinating oligodendrocytes (D) in the spinal cord (forelimb level) of KLF13-deficient mice (ko, gray bars) and age-matched controls (wt, black bars) following immunohistochemistry with respective antibodies at P0, P7, P21 and 2 months (2mo). Three sections per animal and 3 animals per genotype were quantified. Mean numbers per section ± SEM are shown. No statistical significance was detected when ko and wt were compared at a particular time point by Student's t test. (**E, F**) Representative immunohistochemical stainings of spinal cord sections (right half) at P0, P7, P21 and 2 months for SOX10 (E) and MYRF (F). Scale bars: 100 μm.

When *Plp1* and *Mbp* transcripts were analyzed as markers of the beginning myelination process by in situ hybridization, we detected a statistically significant reduction in the number of *Plp1*-positive cells at P0 and P7, and in the number of *Mbp*-expressing cells at P0 (Figure 8A–D). In situ hybridizations and quantifications at later stages failed to reveal differences to controls, arguing that oligodendrocytes in the KLF13-deficient spinal cord exhibit a mild and transient delay in myelination. In support of this conclusion, *Plp1* and *Mbp* transcript levels were also substantially reduced in RNA prepared from spinal cord of KLF13-deficient mice as compared to controls at P0 (Figure 9A). The reduction was already less pronounced at P7 and largely disappeared by P21 (Figure 9B, C). Transiently lower transcript levels were also observed in qRT-PCR studies for the myelin gene *Mag* and the lipid biosynthetic genes *Acss2, Mboat1* and *Lss* arguing that the delay is not restricted to *Plp1* and *Mbp* expression, but broadly concerns the myelination program. Additionally, the reduction of MBP was not only seen on transcript level, but also occurred on protein level. Western blots confirmed lower amounts of MBP protein in spinal cord extracts from KLF13-deficient mice at P3 (Figure 9D, E). All available data therefore point to a mild and transient myelination delay in the spinal cord of KLF13-deficient mice.

**Figure 8.**
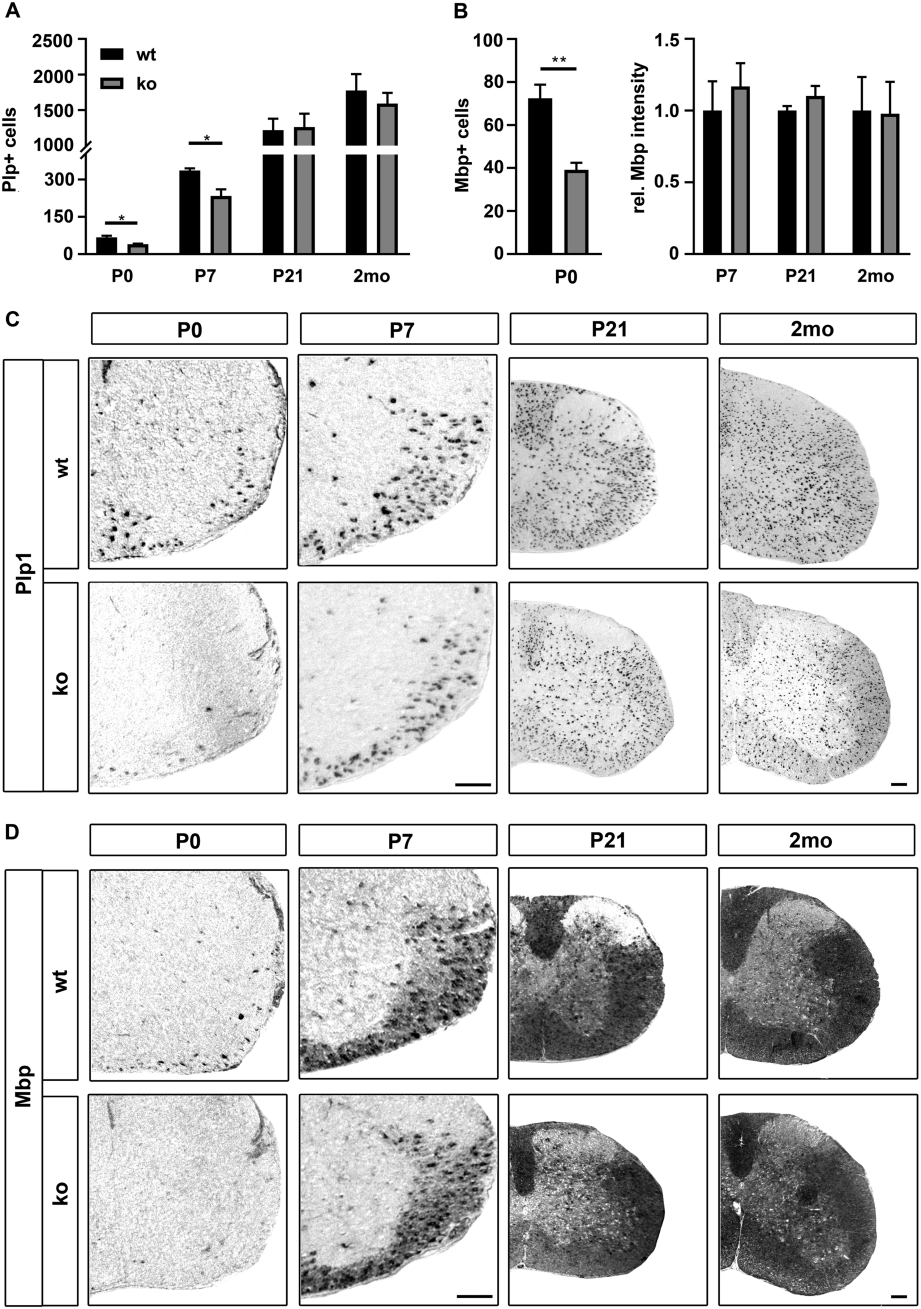
Myelin gene expression in KLF13-deficient mice. (**A–D**) Quantification of *Plp1*- (A) and *Mbp*- (B) expressing oligodendrocytes in the spinal cord (forelimb level) of KLF13-deficient mice (ko, gray bars) and age-matched controls (wt, black bars) following in situ hybridization with antisense probes directed against *Plp1* (**C**) and *Mbp* (**D**) at P0, P7, P21 and 2 months (2mo). For *Plp1* at all time points and for *Mbp* at P0, positive cells were counted on three sections per animal and three animals per genotype. Mean numbers per section ± SEM are shown. For *Mbp* at P7, P21 and 2 months (2mo) signal intensities were measured. Statistical significance between ko and wt was determined at each time point by Student's *t* test (*P ≤ 0.05). For representative *in situ* hybridizations (C, D), the ventral right half of the spinal cord is shown at P0 and P7 and the complete right half for P21 and 2mo. Scale bar: 100 μm.

**Figure 9.**
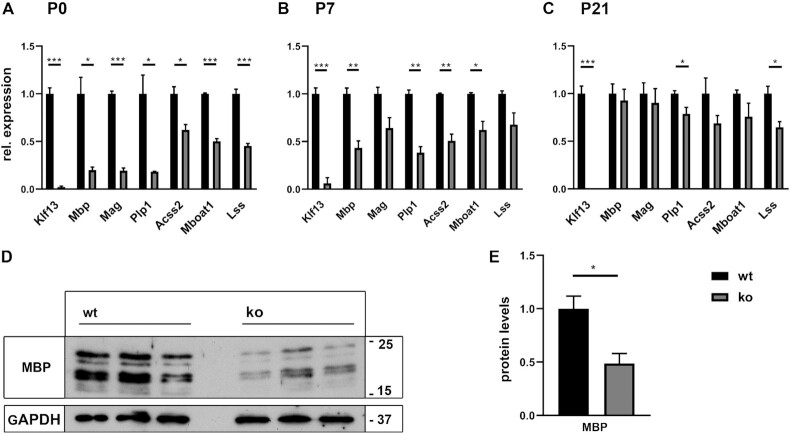
Myelination parameters in KLF13-deficient mice. (**A–C**) Quantitative RT-PCR on RNA from spinal cord tissue to determine *Klf13, Mbp, Mag, Plp1, Acss2, Mboat1* and *Lss* transcript levels in KLF13-deficient mice (ko, gray bars) and age matched controls (wt, black bars) at P0 (A), P7 (B) and P21 (C). (**D, E**) Protein amounts of MBP in whole cell extracts from spinal cord of KLF13-deficient mice and age matched controls at P3 as determined by Western blot (D). Numbers on the right of the panels represent approximate size in kDa. For quantification (E), band intensities in wt extracts were set to 1 after normalization to GAPDH levels, and normalized values for ko extracts expressed relative to it (*n* = 3). Statistical significance between ko and wt was determined by Student's *t* test (*P ≤ 0.05).

### Impact of KLF13 on gene expression in differentiating oligodendroglial cells

In our mouse model, KLF13 is constitutively deleted in all tissues and cell types. Therefore, it is formally possible that the observed delay in myelination is not a cell-intrinsic effect in the oligodendrocytes. To analyse whether KLF13 is part of the regulatory network for myelination within oligodendrocytes, we generated primary oligodendroglial cultures from KLF13-deficient mice and wildtype controls and analysed their ability to express differentiation markers. Immunocytochemical staining for the early differentiation marker O4 and the myelin gene *Mbp* revealed that significantly fewer KLF13-deficient than control oligodendroglial cells had reached an MBP-positive state after 6 days of differentiation thereby supporting a cell-intrinsic function of KLF13 (Figure 10A).

**Figure 10.**
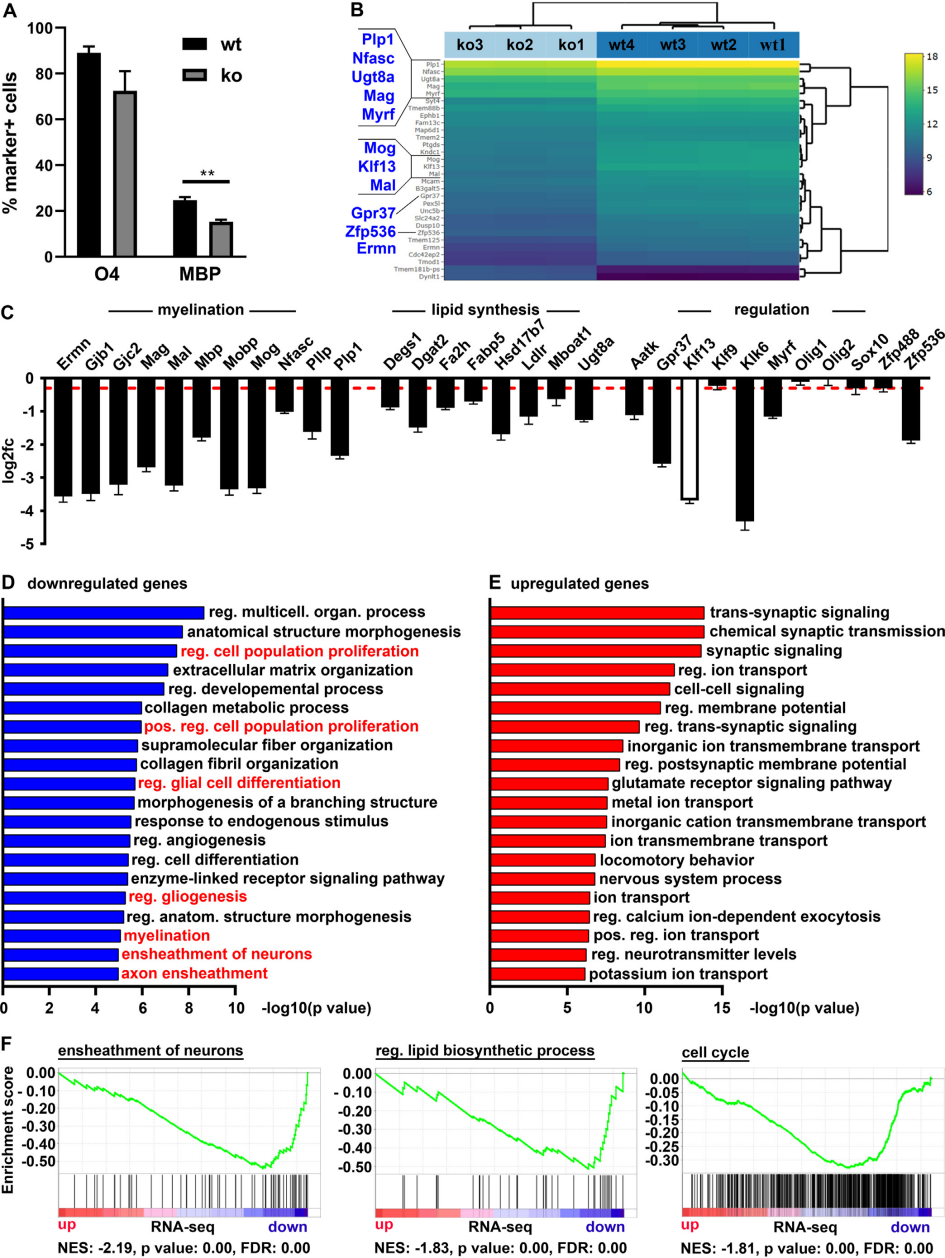
Cell-intrinsic role of KLF13 in oligodendroglial differentiation and myelin gene expression. (**A**) Quantification of the percentage (±SEM) of O4-positive and MBP-positive cells among all oligodendroglial cells from control (wt, black bars) or KLF13-deficient mice (ko, gray bars) after 6 days of culture in differentiating conditions (*n* = 3). (**B–F**) Bioinformatic analysis of RNA-seq studies performed on KLF13-deficient (ko, *n* = 3) and wildtype control (wt, *n* = 4) oligodendroglial cells cultured in differentiating conditions. (B) Profile of the top 30 differentially expressed genes sorted by their adjusted *P*-value and depicted in a bi-clustering heatmap by plotting their log_2_ transformed expression values. (C) Changed expression of genes related to myelination, lipid synthesis and regulation of oligodendroglial differentiation in KLF13-deficient oligodendrocytes. (D) GO analysis of the 278 genes down-regulated with a log_2_fold change ≥ -1.5 (*P*-value ≤ 0.05) in KLF13-deficient oligodendrocytes. (E) GO analysis of the 301 genes up-regulated with a log_2_fold change ≥ 1.5 (*P*-value ≤ 0.05) in KLF13-deficient oligodendrocytes. (F) GSEA for genes related to ensheathment of neurons, regulation of lipid biosynthetic process and cell cycle in KLF13-deficient oligodendrocytes. NES, normalized enrichment score; FDR, false discovery rate.

The effect of KLF13 on oligodendroglial differentiation was also confirmed on a global scale by RNA-seq studies on KLF13-deficient oligodendrocytes cultured under differentiating conditions. 

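RNA was sequenced from 7 cultures of primary mouse oligodendroglia kept under differentiating conditions for 6 days, 4 from wildtype controls and 3 from Klf13 knockouts, with 1 library per culture. The authors trimmed the reads, mapped them to the mouse genome with STAR and counted unique hits within exons for each gene with Subread, and the values used here are these counts for 49315 genes, without normalization. Gene positions given with the counts match GRCm38. Whether the counting took account of the strand is not stated, so that values of overlapping or antisense genes are uncertain. The wildtype control libraries held 33215512, 42308893, 38940323 and 49560837 counts on genes, with a median of 40624608. The Klf13 knockout libraries held 24507471, 59596479 and 58483361, with a median of 58483361. The paper gives an average of 67 M reads per library, which are reads generated, whereas all values here rest on counts on genes, on average 43.8 M. Between 6.03% and 17.9% of the counts in a library fell on Gm42418, Gm23935 and Lars2, genes on which reads of ribosomal RNA collect. The counts were normalized by edgeR's TMM method, and 18352 genes with enough counts were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes. Klf13, the targeted gene, lies on chromosome 7 of GRCm38 from 63886351 to 63938915. It had 10920, 11770, 12000 and 10670 normalized counts in the controls and 802, 876 and 961 in the knockouts. The knockout mean was 7.76% of the control mean, with a log2 fold change of -3.69 (standard error 0.08, adjusted p = 6.77e-06 from edgeR's quasi-likelihood test), the smallest p of all tested genes. With each library left out in turn, the log2 fold change of Klf13 stayed between -3.75 and -3.61. From counts per gene it cannot be read which part of Klf13 the remaining counts came from. At the thresholds of the study, an adjusted p of 0.05 and an absolute log2 fold change of 1, 565 genes were lower and 729 genes were higher in the knockout. Among the alternatives tried, testing against a log2 fold change of 1 moved these counts most, to 153 lower and 33 higher genes. Without knockout replicate 2, the largest of the knockout libraries, 388 lower and 335 higher genes were called.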

We found 11 myelin and oligodendroglial differentiation genes among the top 30 differentially expressed genes (DEGs) as shown in a bi-clustering heatmap with sorting by adjusted *P*-value (Figure 10B). 

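Of the 30 genes in the heatmap of Figure 10B, 26 were among the 30 genes with the smallest p in edgeR's quasi-likelihood test, and all 30 had an adjusted p of at most 0.05. The 11 marked myelin and differentiation genes were all called lower, and 7 of them ranked among the 30 smallest p. Gpr37 and Zfp536 ranked 3 and 10, and Mog, Mal, Myrf and Nfasc were at ranks 31, 33, 34 and 70. The largest adjusted p among the 30 leading genes was 3.99e-05 in edgeR's quasi-likelihood test, and which genes lead depended on the model. DESeq2's Wald test, which the study used, placed 27 heatmap genes and 10 marked genes among its 30 smallest p. Including the replicate number as a block lowered the number of heatmap genes to 16 and that of marked genes to 5. Among the 30 leading genes, 28 were lower in the knockout. Syt4, on chromosome 18 of GRCm38 from 31437808 to 31447415, fell from 20780 ± 1641 normalized counts (SD, n = 4 libraries) to 1597 ± 192 (SD, n = 3), a log2 fold change of -3.704 (standard error 0.10, adjusted p = 1.83e-05 from edgeR's quasi-likelihood test). Gpr37, on chromosome 6 from 25665878 to 25690729, fell from 4088 ± 231 to 691 ± 60.4 normalized counts, with control replicate 2 apart from the other controls at 4433. Both leading genes that were higher, Tmem181b-ps and Dynlt1b, lie side by side on chromosome 17. Tmem181b-ps, from 6438524 to 6467022, rose from 41.4 ± 5.45 to 945 ± 207 normalized counts, and Dynlt1b, from 6430112 to 6436293, rose from 4.59 ± 3.15 to 1168 ± 56.8. The heatmap label Dynlt1 matches 4 near-identical genes between which unique counting can lose or misplace reads. The other 3, Dynlt1a, Dynlt1c and Dynlt1f, had log2 fold changes of -0.23, 0.11 and 0.07, and none was called.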

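Each of the 11 genes grouped under myelination in Figure 10C was called lower in the Klf13 knockout, with log2 fold changes from -3.57 for Ermn to -1.01 for Nfasc and a median of -3.23. Mag, on chromosome 7 of GRCm38 from 30899176 to 30914873, had 52790 ± 7402 normalized counts in the controls (SD, n = 4 libraries) and 8195 ± 464 in the knockouts (SD, n = 3). Its log2 fold change was -2.69 (standard error 0.11, adjusted p = 3.33e-05 from edgeR's quasi-likelihood test). Mbp, on chromosome 18 from 82475146 to 82585637, fell from 448300 ± 33510 to 130200 ± 13770 normalized counts, a difference many times larger than the spread between replicates. The 8 genes grouped under lipid synthesis were lower as well, with a median log2 fold change of -1.03, and 4 of them were called. Here the values ran from -1.69 for Hsd17b7 to -0.63 for Mboat1, which fell from 180 ± 30.9 to 117 ± 13.6 normalized counts. The 11 genes grouped under regulation, Klf13, Klf9, Sox10, Olig1 and Olig2 included, had a median log2 fold change of -1.11, and 6 were called. Klk6 fell furthest among these, from 356 ± 55.4 to 17.4 ± 3.53 normalized counts. An adjusted p of at most 0.05 in edgeR's quasi-likelihood test was reached by 11, 8 and 7 genes of these groups when adjusted over all tested genes, and by 11, 8 and 7 when adjusted over the list alone. Since the study chose the genes on the same samples, the numbers from neither adjustment are independent evidence. With each library left out in turn, the log2 fold changes of Mboat1 and Zfp488 ran from -0.71 to -0.54 and from -0.35 to -0.24, while their largest adjusted p from edgeR's quasi-likelihood test was 0.138 and 0.112, against 0.0415 and 0.0340 with all libraries.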

A more thorough overview of expression changes of genes related to myelination, lipid synthesis and regulation of oligodendroglial differentiation is presented in Figure 10C. 

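The 4 factors Klf9, Sox10, Olig1 and Olig2 were all abundant in both groups. Klf9, on chromosome 19 of GRCm38 from 23141226 to 23166911, had 7631 ± 881 normalized counts in the controls (SD, n = 4 libraries) and 6513 ± 493 in the knockouts (SD, n = 3). The log2 fold change was -0.23, with a 95% confidence interval from -0.46 to 0.0016 (adjusted p = 0.141 from edgeR's quasi-likelihood test). Sox10, on chromosome 15 from 79154913 to 79164490, had 25390 ± 3279 and 20460 ± 4473 normalized counts, a log2 fold change of -0.31 with a 95% confidence interval from -0.68 to 0.06 (adjusted p = 0.207 from the same test of edgeR). Olig1, on chromosome 16 from 91269772 to 91271933, had 51320 ± 3561 and 47750 ± 4741 normalized counts, with a confidence interval of the log2 fold change from -0.31 to 0.10. Olig2, on chromosome 16 from 91225550 to 91228677, had 15900 ± 2749 and 15460 ± 2665, with an interval from -0.42 to 0.34. None of the 4 passed an adjusted p of 0.05, and 0 of the 4 passed an unadjusted p of 0.05. Changes of the sizes inside these intervals are not excluded. The call for Sox10 changed under 3 alternatives that were chosen after seeing the data. Its adjusted p from edgeR's quasi-likelihood test was 0.00412 with offsets for GC content, 0.0148 with these offsets and the replicate number as a block, and 0.0386 with the ribosomal RNA share as a covariate, with log2 fold changes of -0.39, -0.39 and -0.26. Over all alternatives, the adjusted p of Sox10 in these tests of edgeR, DESeq2 and limma ran from 0.00412 to 0.475.

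**Figure D1:**
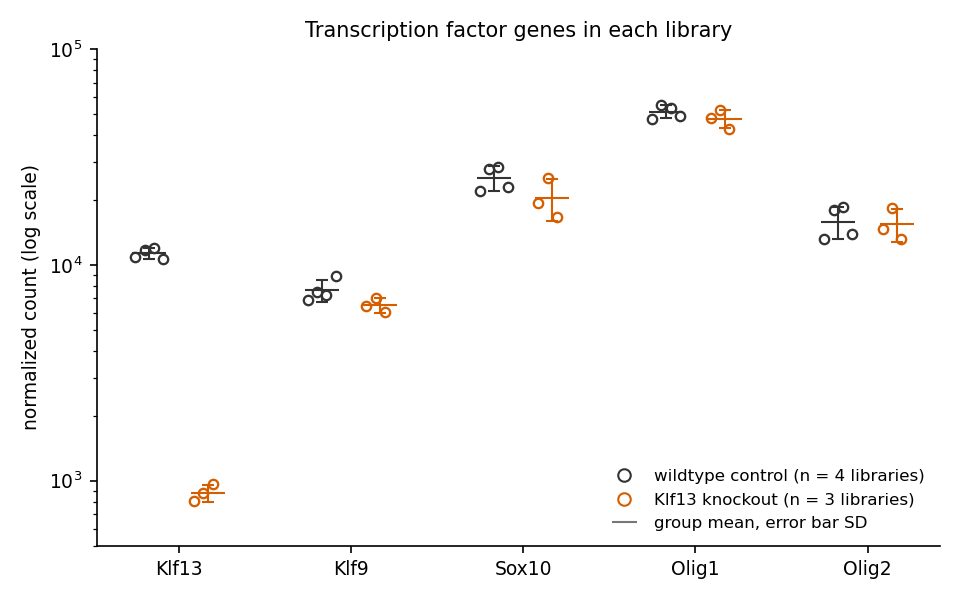
Normalized counts on a log scale of Klf13, Klf9, Sox10, Olig1 and Olig2 in each of the 4 wildtype control and 3 Klf13 knockout libraries (circles), with the group mean (long line) and SD (error bar). The libraries of both groups lie apart for Klf13 and overlap for the other 4 genes.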

Note that neither *Klf9* nor *Sox10* or the Olig factors exhibited a significantly changed expression in KLF13-deficient cells. Gene ontology (GO) and gene set enrichment analysis (GSEA) of the 278 significantly downregulated genes (log_2_fold ≥ –1.5; *P*-value ≤ 0.05; base mean count ≥ 20) revealed an enrichment of terms associated with glial differentiation, myelination and ensheathment of neurons (Figure 10D, F). 

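With the thresholds given for this set and the adjusted p of edgeR's quasi-likelihood test, 251 genes were lower in the Klf13 knockout by 1.5 log2 units or more. For 247 of them the values of the groups did not overlap, which the choice of genes on the same libraries favours. For a gene not chosen in this way, chance gives no overlap, in either direction, in 5.71% of splits. The GO terms and gene sets of the study were not rerun, and lists of genes fixed before the data were examined were tested instead. A list of 25 other myelin genes, none of which appears in Figure 10C, had a median log2 fold change of -1.13. Of its genes 24 were lower, 13 of them were called, and the highest log2 fold change in the list was 0.06. An adjusted p of at most 0.05 was reached by 20 of these genes when adjusted over all tested genes and by 22 when adjusted over the list alone. As a set, they were lower than the other genes in limma's camera test with a correlation of 0.01 between genes (adjusted p = 7.49e-16). The myelination, lipid synthesis and regulation genes of Figure 10C gave adjusted p of 7.12e-15, 5.24e-08 and 5.24e-08 in camera of limma. The study chose these genes on the same libraries, and the regulation list holds Klf13, so that these values are not independent evidence. Of the 21 sets tested, 18 passed an adjusted p of 0.05 by camera, 12 of these also by limma's fry, and 0 when the correlation between genes was estimated for each set, with 4 at an unadjusted p of 0.05. These 4 were the myelin, myelination, lipid synthesis and regulation lists, and fry held for all 4 of them. Of these, only the list of other myelin genes was not chosen by the study on these libraries. Genes of newly formed oligodendrocytes moved less, with a median log2 fold change of -0.29 over 11 genes, of which 6 were lower and 1 higher at an adjusted p of 0.05, and 6 and 2 when adjusted over the list alone. Cnp, the most abundant of the other myelin genes and located on chromosome 11 of GRCm38 from 100574904 to 100591729, fell from 110900 ± 7536 normalized counts (SD, n = 4 libraries) to 56930 ± 5528 (SD, n = 3). Within the set at 1.5 log2 units, which requires a mean normalized count of at least 20, the lowest log2 fold changes among the genes without overlap were those of mt-Nd3 (-5.05), Ppp1r14a (-4.84), Cyp2j12 (-4.71), Klk6 (-4.31) and Il33 (-4.25). The value of mt-Nd3 is uncertain, since the gene differs at 1 of 345 bases from its nuclear copy Gm28438.

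**Figure D2:**
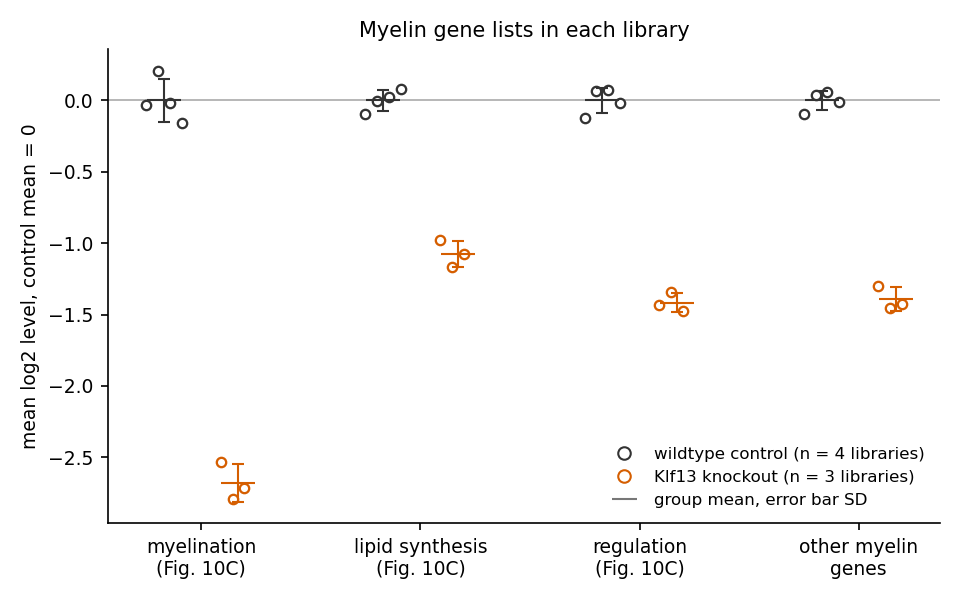
Mean log2 level of the genes of 4 lists in each library (circles), with the mean of the control libraries set to 0, the group mean (long line) and SD (error bar) of 4 wildtype control and 3 Klf13 knockout libraries. For the myelination genes the knockout libraries lie between -2.79 and -2.53 and the control libraries between -0.16 and 0.21.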

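Among 95 cell cycle genes, 87 were lower in the Klf13 knockout and the median log2 fold change was -0.66. Lower expression at an adjusted p of at most 0.05 was found for 72 of them when adjusted over all tested genes and for 78 when adjusted over the list alone. Higher expression was found for 2 by either adjustment. At the fold change threshold, 3 were called lower and 1 higher. The list as a set had an adjusted p of 5.12e-21 in limma's camera test. The Reactome set Cell Cycle, with 473 tested genes of which 46 are in the shorter list, moved less, with a median of -0.17. In that set, 160 genes were lower and 20 higher at an adjusted p of 0.05, and 177 and 28 when adjusted over the list alone. For genes of the extracellular matrix the control libraries differed among themselves. The mean log2 level of 38 collagen genes was -0.41, -0.40, 0.61 and 0.19 in control replicates 1 to 4 and -0.72, -0.76 and -0.47 in the knockout libraries. The median log2 fold change of the collagen genes was -0.66, with 9 lower and 2 higher genes at an adjusted p of 0.05, and 15 and 2 when adjusted over the list alone. Their adjusted p was 0.00654 by camera and 0.107 by fry of limma. A median of -0.36 over 203 genes of Reactome's Extracellular matrix organization and of -0.51 over 65 genes of its Collagen formation was also past the threshold in camera but not in fry. In the former, 43 genes were lower and 15 higher, and 63 and 18 when adjusted over the list alone. In the latter, the numbers were 16 and 3, and 26 and 4. A list of 19 fibroblast and mural cell genes, 7 of which are collagens, had a median of -1.66, with 2 lower genes and 10 when adjusted over the list alone, and fry placed it at an adjusted p of 0.117. Its most abundant genes, Fn1, Col1a1 and Col1a2, had log2 fold changes of -1.66, -2.297 and -2.64, and none passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (adjusted p = 0.0570, 0.0565 and 0.0546). With the replicate number as a block all 3 did, with adjusted p of 0.00553, 0.0109 and 0.00923 from the same test of edgeR. Their log2 fold changes were then smaller, at -1.28, -1.77 and -2.05. In that fit control replicate 4, which has no knockout library of its number, adds nothing to the group difference. Col1a1, on chromosome 11 of GRCm38 from 94936224 to 94953042, had 5815, 3686, 23150 and 17700 normalized counts in the controls and 2441, 1307 and 3937 in the knockouts.

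**Figure D3:**
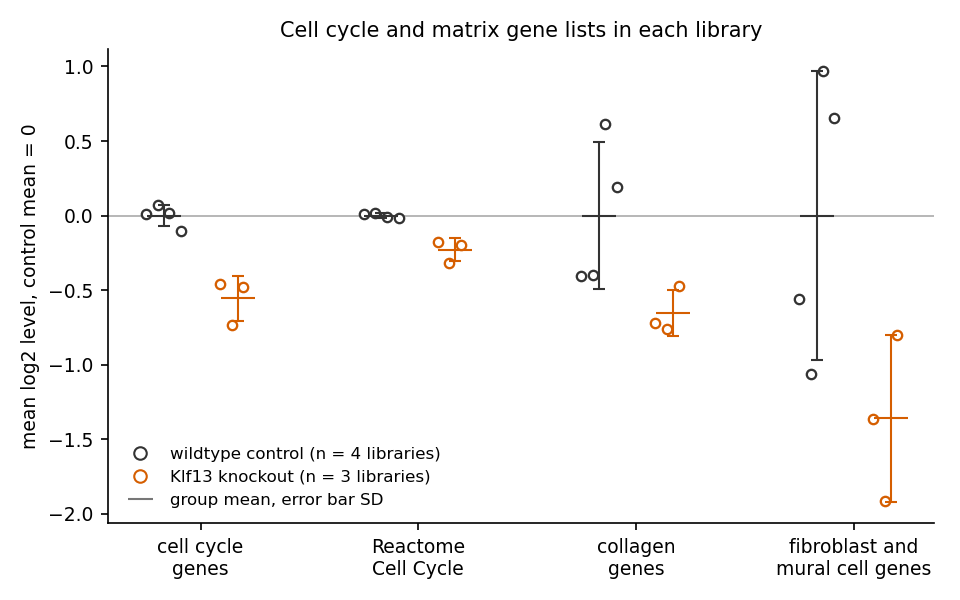
Mean log2 level of the genes of each list in each library (circles), with the mean of the control libraries set to 0, the group mean (long line) and SD (error bar) of 4 wildtype control and 3 Klf13 knockout libraries. The collagen genes spread more between control libraries (SD 0.50) than the cell cycle genes (SD 0.07).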

Other interesting terms for the downregulated genes pointed to substantial changes in proliferation and extracellular matrix organization that are known to coincide with oligodendrocyte differentiation. Terms referring to trans-synaptic signaling, ion transport and regulation of membrane potential in corresponding GO and GSEA analyses for the 301 significantly upregulated genes (log_2_fold ≥ 1.5; *P*-value ≤ 0.05; base mean count ≥ 20) point to persistent expression of OPC-specific ion channels in KLF13-deficient cells and are indicative of a less differentiated state (Figure 10E, F). These studies impressively confirm the impact of KLF13 on oligodendrocyte differentiation.

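By the same criteria as for the downregulated genes, 278 genes were higher in the Klf13 knockout by 1.5 log2 units or more, and the groups did not overlap for any of these 278, which were likewise chosen on the same libraries. Without knockout replicate 2 this number was 120. A list of 145 ion channel and transmitter receptor genes, fixed before the data were examined, had a median log2 fold change of 0.60, with 110 genes higher and 35 lower. At an adjusted p of 0.05, 65 were higher and 11 lower, and 74 and 11 when adjusted over the list alone. Its adjusted p was 5.24e-08 in limma's camera test and 0.0267 in fry. Reactome's Transmission across Chemical Synapses had a median of 0.27 over 159 genes, with 64 higher and 16 lower genes, and 72 and 17 when adjusted over the list alone. Reactome's Potassium Channels had a median of 0.54 over 83 genes, with 31 higher and 13 lower genes, and 37 and 13 when adjusted over the list alone. Potassium Channels passed camera (adjusted p = 0.00361, limma) but not fry (0.0681). Not every abundant channel gene was higher. Kcnj10 and Kcna1 had log2 fold changes of -0.34 and -0.75, although Kcna1 stood apart in control replicate 4 with 32400 normalized counts. Cacng4, the only gene that the channel list shares with the list of OPC genes, rose from 11400 ± 1343 normalized counts (SD, n = 4 libraries) to 15450 ± 1233 (SD, n = 3), a log2 fold change of 0.44 (standard error 0.11, adjusted p = 0.0232 from edgeR's quasi-likelihood test). The 25 OPC genes had a median of 0.23, with 8 higher and 1 lower, and 9 and 4 when adjusted over the list alone. As a set they did not pass camera (adjusted p = 0.0844, limma), but they passed fry (0.0477) and camera with the replicate number as a block (0.0412). Pdgfra, on chromosome 5 of GRCm38 from 75152292 to 75198215, had 27240 ± 780 and 28610 ± 1623 normalized counts, a difference within the spread between replicates (adjusted p = 0.451 from edgeR's quasi-likelihood test). Vcan and Ptprz1, also among the most abundant OPC genes, were higher without overlap between the groups, with log2 fold changes of 0.50 and 0.33. Their adjusted p from the same test of edgeR was 0.00991 and 0.0455, and 0.101 for Ptprz1 with the replicate block. Genes of other neural cells were higher too, with medians of 1.12 for 18 neuron genes and 0.72 for 16 astrocyte genes. Of the neuron genes 12 were higher and 1 lower, and 13 and 2 when adjusted over the list alone, while 12 astrocyte genes were higher by either adjustment. Dynlt1b, Adamts19, Tmem181b-ps and Gm28438 were among the genes with the largest increases in this set, with log2 fold changes of 7.88, 4.53, 4.51 and 4.28. Gm28438, which differs from mt-Nd3 at 1 base, rose as mt-Nd3 fell.

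**Figure D4:**
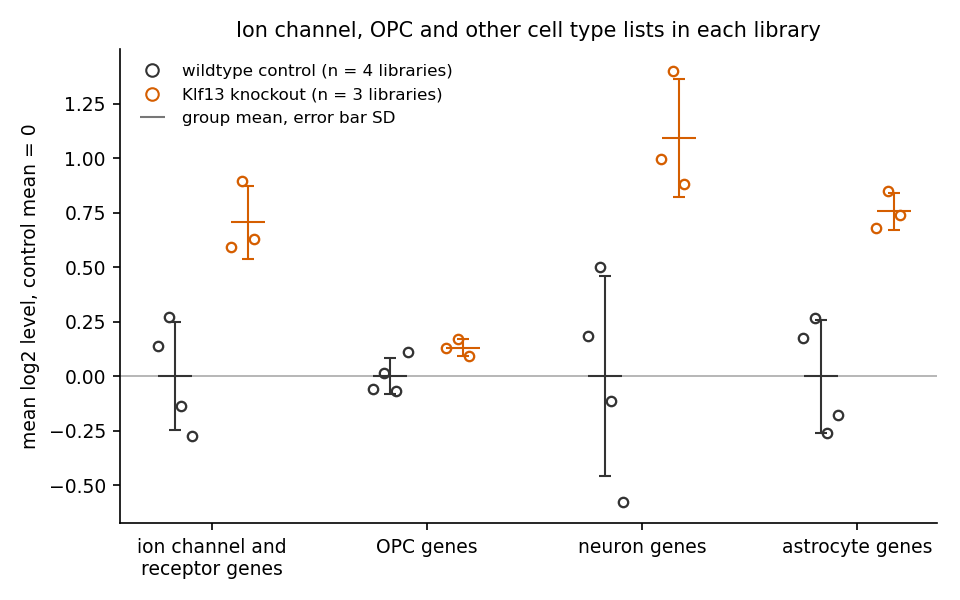
Mean log2 level of the genes of each list in each library (circles), with the mean of the control libraries set to 0, the group mean (long line) and SD (error bar) of 4 wildtype control and 3 Klf13 knockout libraries. The groups lie apart for the ion channel, neuron and astrocyte genes and overlap for the OPC genes.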

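Over all tested genes, the first principal component held 53.2% of the variance of the normalized log2 counts and separated the 3 knockout libraries, at 39.1 to 56.2, from the 4 control libraries, at -61.0 to -15.8. In 6646 genes, 36.2% of those tested, the values of both groups did not overlap, against 5.71% by chance. The paper starts from the lower expression of myelin and differentiation genes and the GO and GSEA terms among downregulated genes, such as myelination and ensheathment of neurons. It reads the terms among upregulated genes as persistent expression of OPC-specific ion channels and thus a less differentiated state. The paper takes both as backing for an impact of KLF13 on oligodendrocyte differentiation. It also bases this on fewer MBP-positive cells in KLF13-deficient cultures and on knockdown and overexpression experiments.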

### Functional redundancy between KLF9 and KLF13 in oligodendrocyte differentiation

To be able to directly compare the effects of KLF9 and KLF13 on oligodendrocyte differentiation, we used mouse primary oligodendroglial cultures and treated them with siRNA pools against *Klf9* or *Klf13* and compared the effect with controls. The percentage of MBP-positive cells after transient knockdown of KLF13 in wildtype oligodendroglial cells was comparable to the one observed after KLF9 knockdown and led to similar impairments of oligodendrocyte differentiation as the constitutive KLF13 deletion (compare Figure 11A, left panel with Figure 10A). Whereas knockdown of KLF9 and KLF13 similarly reduced oligodendroglial differentiation capabilities in wildtype cells, knockdown effects in KLF13-deficient cells were different for KLF9 and KLF13 (Figure 11A, right panel). In KLF13-deficient cells, KLF9 knockdown decreased the already impaired differentiation capacity even further. KLF13 knockdown remained without effect. These data strengthen the notion from reporter gene assays that both Klf proteins function similarly in oligodendroglial cells.

**Figure 11.**
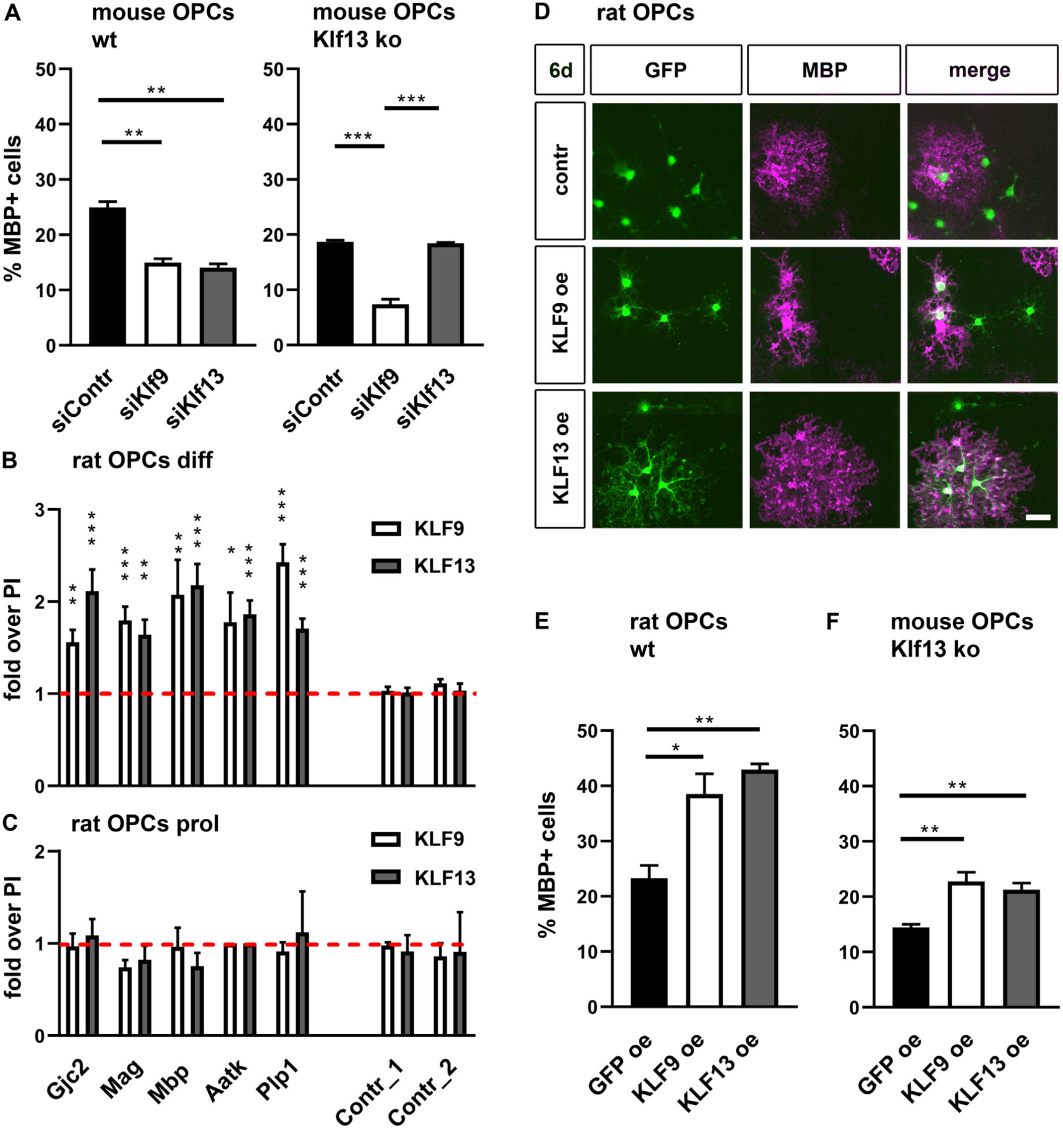
Functional redundancy of KLF9 and KLF13 in oligodendroglial differentiation and myelin gene expression. (**A**) Quantification of the percentage (± SEM) of MBP-positive cells among all oligodendroglial cells from wildtype (wt, left panel) or KLF13-deficient mice (Klf13 ko, right panel) after 6 days of culture in differentiating conditions following transfection of siRNA pools against *Klf9* (siKlf9) or *Klf13* (siKlf13) and a control siRNA pool (siContr) as indicated below the bars (*n* = 3). (**B**, **C**) Chromatin immunoprecipitation on rat oligodendroglial cells cultured for 6 days under differentiating conditions (B) or kept under proliferating conditions (C) with anti-KLF9 antiserum, anti-KLF13 antiserum or corresponding pre-immune sera (PI). Enrichment of *Gjc2, Mag, Mbp, Plp1* and *Aatk* regulatory regions or control genomic regions (Contr_1, Contr_2) in the immunoprecipitates was determined by qPCR relative to preimmune sera that were arbitrarily set to 1 (red dotted line). Experiments were performed three times with each PCR in triplicate. (**D–F**) Consequences of KLF9 or KLF13 overexpression (oe) on the differentiation of retrovirally transduced wildtype rat (D,E) and KLF13-deficient mouse (F) oligodendroglial cells as analysed by immunocytochemical stainings. (D) Representative staining of differentiating rat cultures after transduction with GFP-, GFP- and KLF9-, or GFP- and KLF13-expressing retroviruses using antibodies directed against GFP and MBP. Scale bar: 50 μm (E, F). Quantification of the percentage (± SEM) of MBP-expressing cells among all oligodendroglial cells transduced with the various retroviruses (*n* = 3, D). Statistical significance (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001) was determined by one way Anova with Bonferroni correction (A, E, F) or Student's *t* test (B, C).

In further support of this conclusion, chromatin immunoprecipitation experiments revealed a significant enrichment of regulatory regions from the *Gjc2, Mag, Mbp, Aatk* and *Plp1* genes in chromatin prepared from differentiating rat oligodendroglial cells after precipitation with either anti-KLF9 or anti-KLF13 antibodies as compared to the pre-immune control (Figure 11B). In contrast, other regions in the vicinity of these genes failed to be enriched. We conclude from these findings that both Klf proteins are bound in differentiating oligodendrocytes to regulatory regions of myelin genes. No enrichment of either Klf protein was observed to these regions in chromatin prepared from proliferating oligodendroglial cells arguing that Klf proteins get recruited to these regions during the differentiation process (Figure 11C).

To provide further evidence for a cell-intrinsic redundant function of the Klf proteins in oliogdendroglial cells, we turned from loss-of-function experiments to a gain-of-function approach and asked how ectopic overexpression of KLF9 or KLF13 in retrovirally transduced cells impacts their ability to differentiate. When transduced with a Klf expressing retrovirus, approximately twice as many wildtype oligodendroglial cells expressed MBP after 6 days in differentiating conditions as when transduced with a Gfp-expressing control retrovirus (Figure 11D, E). No substantial differences were observed between KLF9 and KLF13. Intriguingly, both Klf proteins were also equally efficient in rescuing the impaired differentiation capacity of KLF13-deficient mouse oligodendrocytes further supporting their redundant role in oligodendrocyte differentiation and myelination (Figure 11F).

## DISCUSSION

KLF9 has been previously implicated as a regulator of oligodendrocyte differentiation and myelination downstream of T3 (8). In the current study, we obtained deeper mechanistic insights into the role of KLF9. For one, we unravelled its molecular mode of action. We demonstrated that KLF9 recognizes regulatory regions in vitro and in vivo that have been previously shown to bind other transcription factors with roles in oligodendrocyte differentiation such as SOX10 and MYRF (29,34). This included regulatory regions of the *Gjc2, Mag, Mbp, Plp1* and *Aatk* genes. All of them were occupied by KLF9 in oligodendrocytes but not in oligodendrocyte precursors and responded to KLF9 by gene activation in reporter gene assays.

While KLF9 was able to activate these regions to some extent on its own in vitro, it likely requires the cooperation of other transcription factors that are equally bound to these regulatory regions in vivo. This results in a synergistic activation of key differentiation promoting and myelin genes. Similar observations have previously been made for other transcription factors such as Zfp24 (Zfp191) and Nfatc2 (35,36). In case of KLF9, the relevant partners include SOX10 and MYRF so that oligodendrocyte-specific regulatory regions display extremely high activation rates in the combinatorial presence of all three transcription factors. OLIG proteins appear of less significance as cooperation partners of Klf proteins and failed to yield superactivation when additionally combined with SOX10 or MYRF.

While we tested only a limited number of regulatory regions in functional assays, bioinformatic analyses point to a broader relevance of the interaction between KLF9/KLF13 and SOX10. Of 186 regions with SOX10 peaks (29) in or near genes selectively expressed in newly formed oligodendrocytes (30), all but 21 contained at least one potential Klf binding motif in the vicinity of the SOX10 peak (see Materials and Methods). For the 257 regions with SOX10 peaks in or near genes expressed in myelinating oligodendrocytes, the number of regions with at least one Klf binding motif amounted to 227. These data indicate that binding sites for Sox and Klf proteins may be frequently linked in regulatory regions of genes associated with oligodendrocyte differentiation.

We also obtained evidence for a physical interaction with SOX10 in co-immunoprecipitation experiments. GST pulldown experiments confirmed the interaction and pointed to an involvement of the region encompassing the dimerization and DNA-binding HMG-domains in Klf protein recognition. The inability of a SOX10 variant with mutation in the dimerization domain to activate the *Gjc2* promoter synergistically with KLF9 supports the relevance of the physical interaction for the functional cooperation in reporter gene assays.

The contribution of this physical interaction to functional cooperation between KLF9 and SOX10 *in vivo* is less clear and difficult to determine as the consequences of disrupted homodimerization and disturbed interaction with Klf proteins in currently available SOX10 mutants can only be separately assessed on single regulatory regions but not globally. However, the limited impact of the SOX10 dimerization domain mutant on the early steps of oligodendrocyte differentiation in the spinal cord (37) argues that the basis for functional cooperation is likely more complex *in vivo*.

In addition to Klf proteins, SOX10 interacts with MYRF (13) and is capable of recruiting the Mediator complex (38). Intriguingly, we also detected a physical interaction between the Klf proteins and MYRF in co-immunprecipitation experiments. All these interactions may eventually contribute to stabilize a larger enhanceosomal complex on the regulatory regions active in differentiating oligodendrocytes. With each protein having multiple contacts within the complex, loss of single physical interactions may only have mild consequences on enhanceosome formation.

Regarding further aspects of the molecular mode of action of the Klf proteins, all available data indicate that they bind themselves to DNA. The variability of distances and orientation to known or predicted SOX10 binding sites do not favour a model, in which one factor directly facilitates binding of the other. We also do not know whether recruitment of SOX10 and the Klf proteins follows a specific order and whether Klf proteins have additional functions beyond their activity as transcription factors.

The combinatorial mode of gene activation is an easy way for each of the transcription factors to add its unique features to the activation process. KLF9 may for instance contribute T3 effects in this way. However, a combinatorial mode may also mean that most factors are not absolutely essential or even dispensable. This may explain several aspects previously observed for the role of KLF9 and T3 in oligodendrocyte differentiation and myelination (10).

The other intriguing finding of the current study is that KLF9 is largely co-expressed during oligodendroglial development with its close relative KLF13. In contrast, the other two BTEB-subfamily members KLF14 and KLF16 appear to be less relevant in oligodendroglial cells due to low or absent expression. Despite the fact that KLF13 is unresponsive to T3 and cannot mediate T3 effects, both related Klf proteins appear to function in mechanistically similar ways during oligodendrocyte differentiation. They share the ability to bind to oligodendrocyte-specific regulatory regions, interact with SOX10 and MYRF and activate gene expression in synergy with these two transcription factors. Like KLF9, overexpression of KLF13 in oligodendroglial cells increases their differentiation capacity and deficiency decreases it. This functional similarity between KLF9 and KLF13 appears to translate into largely redundant functions during oligodendroglial development. At least partial functional redundancy between KLF9 and KLF13 has also been reported in the nervous system during regulation of clock genes and for hippocampal gene expression (39,40). It likely enables one Klf protein to compensate the loss of the other. This may offer an explanation for previous reports of normal developmental myelination in KLF9-deficient mice (8). It is also consistent with our observation of fairly mild and transient effects on terminal differentiation and myelination in KLF13-deficient mice.

A proof of this assumption would require the generation of mouse mutants with deficiencies of both KLF9 and KLF13. Given the widespread roles and expected redundancies of both proteins, constitutive double-deficient mice are likely not viable. An analysis of the functional redundancy of KLF9 and KLF13 would therefore require a conditional deletion strategy and corresponding floxed alleles. At least for KLF13, such a floxed allele is not yet available.

Loss of KLF9 had previously been reported to impact remyelination after cuprizone-induced demyelination much more strongly than developmental myelination (8). This finding implies that the functional redundancy observed during developmental myelination is no longer in place during remyelination. Therefore, it would be interesting to search in future studies for potential reasons such as divergent expression of KLF9 and KLF13 under remyelination conditions.

Nevertheless the presented data go a long way to characterize the role of the closely related KLF9 and KLF13 in oligodendrocyte development and offer deep insights into their functionally redundant molecular mode of action as synergistic transcriptional activators during terminal differentiation and myelination.

## DATA AVAILABILITY

All data generated or analyzed during this study are included in this published article or deposited in GEO under accession number GSE212736.

How the deposited data were processed for this re-analysis (not part of the article)

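The RNA-seq data cover 7 libraries of primary mouse oligodendroglia, 4 from wildtype controls and 3 from Klf13 knockouts, each from 1 culture kept under differentiating conditions for 6 days. The other experiments of the paper, among them chromatin binding, qRT-PCR and histology, were not analysed here. The authors trimmed the reads with Trimmomatic, mapped them with STAR to a mouse genome of ENSEMBL and counted unique hits within exons with Subread. The counts per gene are whole numbers without normalization. The release of the annotation and the strand setting of the counting are not stated in the text. Of the 49315 gene identifiers, 49056 were found in GENCODE M21, which is built on GRCm38, and 44823 had the same start and end there. Symbols were taken from a table of gene names that held 48970 of the identifiers, and Entrez identifiers, needed for Reactome sets, were found for 22124.

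Between 24507471 and 59596479 counts per library fell on genes, and 34026 genes had at least 1 count in any library. A count of 0 allows up to 3 counts, which are 9.03e-06, 7.09e-06, 7.70e-06 and 6.05e-06 percent of the counts in control replicates 1 to 4. The 100 genes with the highest counts took 19.9% to 29.4% of the counts in a library, and mitochondrial genes took 0.388% to 0.606%. The share on Gm42418, Gm23935 and Lars2 was above 10% in control replicates 1 and 4 and knockout replicates 1 and 3 and below it in the other 3 libraries, so that each class holds libraries of both groups.

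All counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, library sizes were scaled with TMM factors, and a quasi-likelihood model with robust estimation and the group as its only term was fitted. P-values were adjusted by the Benjamini-Hochberg method over the 18352 genes tested. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The narrower set used an absolute log2 fold change of at least 1.5 and a mean normalized count of at least 20. Normalized counts are counts divided by the scaled library size and multiplied by the mean scaled library size. The fold change of a gene whose libraries in one group all held 3 counts or fewer was computed against 3 counts and is given as a lower bound.

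Gene sets were tested with camera of limma 3.58.1, with a correlation of 0.01 between genes, on log2 CPM values with a prior count of 2. The tests were two-sided and adjusted over the 21 sets. Beside it stand fry and camera with the correlation estimated for each set. The lists were written before the data were examined. They hold the myelination, lipid synthesis and regulation genes of Figure 10C, other myelin genes, genes of OPCs, newly formed oligodendrocytes, astrocytes, neurons, microglia, endothelial cells, and fibroblasts and mural cells, and genes of the cell cycle, cholesterol synthesis, collagens, and ion channels and transmitter receptors. A further 6 sets came from Reactome as shipped with fgsea 1.28.0. Genes of the Klf family close to Klf9 and Klf13, genes measured by qRT-PCR in the paper and Y-linked genes with Xist were listed for single values only. A further list of microglia and macrophage genes was written after the data were seen. In separate fits, the mean of the neuron, astrocyte, Y-linked or fibroblast and mural cell genes was a covariate beside the group. The genes of Figures 10B and 10C were chosen by the study on the same samples. The GO and GSEA analyses of the study were not repeated.

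Single genes were named by a rule set before the data were examined. It takes every gene named in the RNA-seq part of the results or in Figures 10B and 10C, the 5 lowest and the 5 highest log2 fold changes in the narrower set among genes without overlap between the groups, up to 5 called genes within 10 Mb of Klf13 and the genes of each list with the highest mean counts, of which 3 were used. The values of some of these genes are not reported here. The genes around Dynlt1b and the mitochondrial genes were looked at after their values were seen. Called genes near Klf13 were compared with those elsewhere by a two-sided Fisher's exact test, and so were windows of 5 Mb along the genome with at least 5 tested genes.

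The paper and the sample labels do not say what libraries with the same replicate number share. Across the 18352 genes, the deviations from the group means of control and knockout libraries with the same number correlated at 0.11, 0.46 and 0.17 in the 3 pairs, and those with different numbers at -0.53 to 0.20 (genes are not independent replicates). The number was therefore also fitted as a block. Control replicate 4 has no knockout library of its number, so that it adds nothing to the group difference in any fit with this block.

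Alternatives set before the data were examined were DESeq2's Wald test (version 1.42.0), DESeq2's size factors, upper quartile normalization, total counts only, library sizes without the 100 highest genes, no filter on low counts, at least 10 counts in every library, offsets for gene length, the replicate block, the block with these offsets, limma voom, and leaving out each library in turn. For some results, other thresholds, other set tests and other distances from Klf13 were also tried. Offsets for GC content, alone and with the block, and the ribosomal RNA share as a covariate were added after seeing the data. Trend offsets were fitted by loess with a span of 0.5. The models were tested on simulated data with 200 changed genes. edgeR's quasi-likelihood test recovered 100% of them and 5.66% of its calls were unchanged genes, against 21.9% for DESeq2's Wald test. These calls used an adjusted p alone. Each gene was drawn independently around edgeR's dispersion trend, and the changes were at least 1.5 log2 units. The simulated shares therefore do not give the share of false calls in the real data, for either tool. All 35 splits of the 7 libraries into 4 and 3 were fitted in the same way. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.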

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

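The comparison of the OPC genes with the ion channel genes and the test on Sox10, Olig1 and Olig2 were chosen only after the result was seen. So were the comparisons of the mean levels of neuron and astrocyte genes between the groups, pairs and splits and with fibroblast, mural cell and endothelial genes. The further list of microglia and macrophage genes, the GC content offsets and the ribosomal RNA share as a covariate were chosen after the data were first seen, but before the values they measure.

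In control replicate 3, the mean log2 level of 17 microglia genes was 1.51 above the mean of the controls, farther from the other control libraries than Dixon's test allows for 4 samples. The same library stood apart for the most abundant genes of the list, with normalized counts of 21480 for C1qa, 19020 for C1qb and 17350 for C1qc, where the other controls had 4595 to 4882, 4000 to 5364 and 3906 to 4196. Microglia or macrophages in this culture are a candidate source. A further list of 24 microglia and macrophage genes was 1.90 higher on the log2 scale in this library than the median of the other controls, and all 24 were highest there among the controls. Leaving the library out turned the median log2 fold change of the microglia genes from -0.48 to 0.28. None of the 24 further genes is in the list of 17, and 2 of the 17 are in Reactome's Extracellular matrix organization. No biological explanation was tested, since the design gives no difference between control cultures.

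Gpr37 in control replicate 2 (4433 normalized counts, the other controls 3948 to 3995), Fam13c in control replicate 4 (5857, the others 6126 to 6165) and Kcna1 in control replicate 4 (32400, the others 19440 to 21440) were also far from the other controls by Dixon's test. Of 118 values tested in this way 7 were beyond its critical value, where chance gives 5.90. The flags on Gpr37 and Fam13c concern differences that are small beside the difference between the groups. Kcna1, lower in the knockout with a log2 fold change of -0.75, had log2 fold changes from -0.83 to -0.53 with each library left out in turn, and its largest adjusted p in these tests of edgeR was 0.102. No explanation was tested for these 3 genes.

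Neuron and astrocyte genes, which the paper does not discuss, were higher in the knockout, with median log2 fold changes of 1.12 over 18 genes and 0.72 over 16 genes. Of the neuron genes 7 are also in Reactome's Transmission across Chemical Synapses, and so are 2 of the astrocyte genes. Among the most abundant, Map2 and Dcx had log2 fold changes of 0.73 and 2.43, Elavl3 -0.46, Gfap 0.66, Atp1b2 0.13 and Aqp4 1.19. A camera p as small was found in 5 of the 35 splits of the libraries for the neuron genes and in 2 of 35 for the astrocyte genes, the real split included. These shares are above 5%. The difference in mean log2 level between the groups was as large in either direction in 2 of the 35 splits for the neuron genes and in 1 of 35, the real one, for the astrocyte genes. For both lists the levels did not overlap between the groups and were higher in the knockout in each of the 3 pairs of replicate numbers. The differences were 0.81, 0.90 and 0.995 for the neuron genes (unadjusted p = 0.00355 by a paired t-test and 0.0116 by Welch's t-test). They were 0.51, 0.58 and 0.997 for the astrocyte genes (unadjusted p = 0.0446 and 0.00623 by the same t-tests). What the pairs share is not stated. For the neuron genes the splits thus do not exclude chance differences between cultures, while the t-tests argue against them. For the astrocyte genes only the splits by camera p leave them open. Corrections argue against trends with gene length and GC content and against carry-over of ribosomal RNA as the whole cause. The medians stayed at 1.12, 1.11 and 1.14 for the neuron genes, and at 0.70, 0.69 and 0.74 for the astrocyte genes, with the replicate block and gene length offsets, the replicate block and GC content offsets, and the ribosomal RNA share as a covariate. A lower share of oligodendrocytes alone would raise the genes of every other cell type alike. The fibroblast and mural cell genes were lower instead, with a median of -1.66 and of -1.28 with the replicate block, and their mean log2 level was lower in each of the 3 pairs of replicate numbers, with differences of -0.80, -0.85 and -1.77. The gap of the neuron genes to them was larger in the knockout by 2.45 on the log2 scale (1.61 to 2.77 in the 3 pairs), and that of the astrocyte genes by 2.12 (1.31 to 2.77), without overlap between the groups. This argues against a lower share of oligodendrocytes alone. The mean level of the 7 endothelial genes was lower in each of the 3 pairs too (-0.37, -0.43 and -0.64). However, it overlapped between the groups, and the list did not pass camera (adjusted p = 0.2955, limma). The gaps of the neuron and astrocyte genes to the endothelial genes were larger in the knockout by 1.68 and 1.34, without overlap. A mean difference as large in either direction was found in 2 of the 35 splits for each gap, the real one included. A lower share together with fewer fibroblasts, mural or endothelial cells in the knockout cultures therefore stays open. The microglia genes (-0.48) turned to 0.28 without control replicate 3 and do not decide, nor does the small change of Sox10, Olig1 and Olig2 (median -0.10), since a small fall from a high share would suffice. More neurons or astrocytes in the knockout cultures and a change of these genes within oligodendroglia stay open too, as an untested consequence of the loss of KLF13 or of a difference between cultures.

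The ion channel and transmitter receptor genes lost their rise (median 0.60) once the mean of the neuron genes was a covariate (median 0.077) or the mean of the astrocyte genes (median -0.075). This is not specific. The same covariates turned the fibroblast and mural cell genes from -1.66 to 0.51 and 1.81, the collagen genes from -0.66 to 0.11 and 0.75 and the microglia genes from -0.48 to 0.65 and 2.10, and the genes called higher fell from 729 to 17 and 10 and those called lower from 565 to 250 and 160. Leaving out the list that forms the covariate, 17 sets were past an adjusted p of 0.05 without it, and 9 and 8 of them were so with the same sign with the covariate, among them the myelination genes at -3.48 and -3.64. The covariates correlated with the group at 0.85 and 0.91 over 7 libraries. More neurons, more astrocytes and a change within oligodendroglia that runs parallel therefore all stay open. A larger share of OPCs as the whole source is argued against, since for 18 of the 25 OPC genes the 95% confidence interval ended below the median of the channel genes. Trends with gene length (0.58), GC content (0.54) and carry-over of ribosomal RNA (0.62) are argued against by the medians left after correction.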

How the results depend on the processing

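No test in this part was chosen after its result was seen, apart from the alternatives with GC content offsets and with the ribosomal RNA share as a covariate, which were chosen after seeing the data.

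The number of called genes stayed within 1.5 times of 565 lower and 729 higher genes in the alternatives of normalization, filter and model, with these exceptions. Testing against a log2 fold change of 1 gave 153 lower and 33 higher genes, since genes must then exceed this change by more than their error. Across the 7 fits that each left out 1 library, 388 to 577 genes were lower and 335 to 810 higher, and in the narrower set 191 to 291 were lower and 120 to 365 higher. The lowest numbers of higher genes, 335 and 120, came without knockout replicate 2. Of the 729 genes called higher, 323 were still called without it and 619 still had a log2 fold change of at least 1. With every library drawn down to 24507471 counts, 478 lower and 639 higher genes were called.

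No normalization moved the median log2 fold change of all genes by more than 0.07. The share of higher genes among the calls was 56.3%. It was 17.7% when tested against a log2 fold change of 1, and in the alternatives of normalization, filter, model and library it ran from 46.3% without knockout replicate 2 to 62.4% with library sizes that leave out the 100 highest genes. Which direction holds more genes therefore depends on these choices. The narrower set held 520 of 529 genes in DESeq2 as well, and 433 with the replicate block.

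The number of heatmap genes among the 30 smallest p fell from 26 to 16 with the replicate block and to 14 with the replicate block and GC content offsets. Across the fits without 1 library it was 22 to 27. The cause was not tested.

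Of Klf9, Sox10, Olig1 and Olig2, none passed an adjusted p of 0.05, while 1 passed with GC content offsets, 1 with the replicate block and GC content offsets, and 1 with the ribosomal RNA share as a covariate, in each case Sox10. The cause was not tested. The log2 fold change of Olig2 changed sign under upper quartile normalization (0.00015), total counts only (0.0066), library sizes without the 100 highest genes (0.026) and the ribosomal RNA share as a covariate (0.032). Its range without 1 library was -0.19 to 0.068, with positive values without control replicate 2 (0.025), control replicate 3 (0.038), knockout replicate 1 (0.011) and knockout replicate 3 (0.068). All these values lie inside the confidence interval of the fold change.

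Within 10 Mb of Klf13, 8 genes were called. This number was 14 with DESeq2's Wald test, 4 with at least 10 counts in every library, 5 with the replicate block, 4 with the replicate block and gene length offsets, and 14 with the ribosomal RNA share as a covariate, where Fisher's exact test gave p = 0.0449. Within 5 Mb it was 4 and within 20 Mb 22, since the regions hold 70 and 359 tested genes. Across the fits without 1 library it was 5 to 8, with 5 without control replicate 2 and without each knockout replicate. The cause was not tested for the other alternatives.

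Of the 21 gene sets, 18 passed an adjusted p of 0.05, and the number was 18 to 20 in the alternatives of normalization, filter, model and library. With the correlation estimated for each set, 0 passed, with 4 at an unadjusted p of 0.05. The medians of these 18 sets are unaffected by the choice of set test, namely -3.23 for the myelination, -1.03 for the lipid synthesis and -1.11 for the regulation genes of Figure 10C, -1.13 for other myelin genes, -0.29 for newly formed oligodendrocyte genes, 0.72 for astrocyte and 1.12 for neuron genes, -1.66 for fibroblast and mural cell genes, -0.66 for cell cycle genes, -0.30 for cholesterol synthesis genes, -0.66 for collagen genes, 0.60 for ion channel and transmitter receptor genes, and -0.17, -0.31, -0.36, -0.51, 0.27 and 0.54 for Reactome's Cell Cycle, Cholesterol biosynthesis, Extracellular matrix organization, Collagen formation, Transmission across Chemical Synapses and Potassium Channels. With fry 13 sets passed. The cholesterol synthesis (-0.30), collagen (-0.66) and fibroblast and mural cell genes (-1.66) and Reactome's Extracellular matrix organization (-0.36), Collagen formation (-0.51) and Potassium Channels (0.54) did not, and the OPC genes (0.23) did. The test with an estimated correlation found a raised set of 40 simulated genes. Those genes were drawn independently of each other, so this does not show whether 7 libraries suffice for sets of correlated genes.

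The OPC genes passed camera with the replicate block (0.27), with the block and gene length offsets (0.26) and with the block and GC content offsets (0.23). The microglia genes passed with the same blocks, with medians of -0.49, -0.51 and -0.55. Their median ran from -0.91 to 0.28 without 1 library and was positive without control replicate 3, as were the log2 fold changes of C1qa (0.51), C1qb (0.48) and C1qc (0.44), whose lowest values without 1 library were -0.61, -0.70 and -0.68. For this change the high level of control replicate 3 is the measured reason. The newly formed oligodendrocyte genes no longer passed with the block and gene length offsets (-0.22) or the block and GC content offsets (-0.24). The causes of the other changes were not tested.

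For the 92 named genes, 1920 pairs of gene and alternative were compared. In 1808 the direction and the side of the threshold were kept, in 65 the adjusted p was no longer at most 0.05, in 36 it became so, and in 11 the direction reversed, as listed for Olig2 and the C1q genes. The replicate block changed the calls of Fn1, Col1a1, Col1a2, Elavl3, Ptprz1, Bcas1 and Klf16, and no call of any other named gene. Genes with few counts limit what can be read, as for Cyp2j12 and mt-Nd3 in the knockout libraries and Adamts19 in the controls, whose log2 fold changes ran from -6.32 to -4.22, -6.50 to -4.42 and 4.21 to 5.31 without 1 library. With at least 10 counts in every library, 9 of the named genes gave no value.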

Differences from the paper's values

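No test in this part was chosen after its result was seen.

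The paper states an average of 67 M reads per library, and the counts on genes averaged 43.8 M. These are different quantities, since the paper's value counts the reads generated and the value here counts reads that were assigned to genes. None of the alternatives changes the counts of a library.

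The paper states 11 myelin and differentiation genes among the 30 leading genes sorted by adjusted p, and 7 of the 11 marked genes were among the 30 smallest p of edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2's Wald test, the tool that the paper names, gave 10, limma voom gave 9, and the fits without control replicate 2, without control replicate 3 and without knockout replicate 1 gave 8 each, all within 1.5 times of the paper's value. The gap stayed with DESeq2's size factors in edgeR, at least 10 counts in every library and gene length offsets (7 each), with upper quartile normalization, total counts only, library sizes without the 100 highest genes and no filter on low counts (6 each), with the replicate block with or without gene length offsets (5 each), and without control replicate 1 (6), control replicate 4 (7), knockout replicate 2 (5) or knockout replicate 3 (6). No alternative placed all 11 marked genes there, and 4 of the 30 genes that the heatmap shows were outside the 30 smallest p.

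For the sets at 1.5 log2 units, the paper's 278 downregulated and 301 upregulated genes stand beside 251 and 278 with an adjusted p from edgeR, within 1.5 times of the paper's values. DESeq2's Wald test, the tool that the paper names, gave 287 and 295 with an adjusted p. Which p the paper used therefore cannot be read from these numbers. With an unadjusted p of 0.05 from edgeR the numbers were 289 and 301. They moved beyond 1.5 times only with at least 10 counts in every library, for the lower genes, and without knockout replicate 2 (120 higher genes).

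For the 30 genes of Fig. 10C, log2 fold changes read by eye, such as about -3.6 for Ermn in Fig. 10C, all had the same sign as the values here or were 0. The largest difference was 0.05.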

Other observations

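In this part, the tests on Sox10, Olig1 and Olig2 as lineage genes, on Dynlt1b and Tmem181b-ps and on mt-Nd3 and Gm28438 were chosen only after the result was seen. The GC content offsets and the ribosomal RNA share as a covariate were chosen after the data were first seen, but before the values they measure.

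Other splits of the 7 libraries into 4 and 3 gave far fewer genes. For the genes lower, the genes higher and both directions at 1.5 log2 units, 1 of the 35 splits gave a number as large in each case, the real one. The highest numbers in any other split were 16, 11, 6 and 2, all in the split that follows the share of ribosomal RNA. Among the 8 splits that part all 3 pairs of replicate numbers, the others gave 0. A difference in library size is argued against as the cause, since 81.1% of the calls were made again with every library drawn down to the smallest total.

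The number of gene sets past an adjusted p of 0.05 is less specific. In 5 of the 35 splits it was as large as 18, with up to 19 in another split, although the split by ribosomal RNA share gave 0. The other splits with as many sets kept all 3 knockouts in the same group or placed 2 of them with a control. They still hold part of the difference between knockout and control, so they do not show what chance alone gives. Among the splits that part 3 pairs, 2 of 8 gave as many. For single sets, the number of splits out of 35 with a camera p as small was 1 for the myelination, lipid synthesis and regulation genes of Figure 10C and for other myelin genes. It was 3 for cell cycle genes and Reactome's Cell Cycle, 7 for ion channel and transmitter receptor genes, newly formed oligodendrocyte genes and Reactome's Transmission across Chemical Synapses, and 9 for OPC genes and Reactome's Potassium Channels. It was 10 for Reactome's Cholesterol biosynthesis, 12 for cholesterol synthesis genes, 14 for endothelial genes and for fibroblast and mural cell genes, 15 for collagen genes and Reactome's Collagen formation, 16 for Reactome's Extracellular matrix organization and 32 for microglia genes. The lists of Figure 10C were chosen by the study on the same libraries and groups, and the regulation list holds Klf13, so that their number of splits decides nothing. Among the other lists, this comparison argues against chance differences between cultures for the other myelin genes alone. For the rest it does not decide, since other splits can also hold part of the difference between knockout and control.

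The fall of the myelination genes of Figure 10C (median -3.23) was set against technical explanations. The median was -3.33 with the replicate block and gene length offsets, -3.32 with the replicate block and GC content offsets, -3.08 with the ribosomal RNA share as a covariate, -3.16 with library sizes that leave out the 100 highest genes, -3.16 without control replicate 3, which had the high microglia genes, and -3.13 with the mean of the Y-linked genes as a covariate for the sex of the pups. The list of other myelin genes (median -1.13), which the study did not choose on these libraries, had -1.23, -1.19, -1.13, -1.07, -1.18 and -1.21 in the same order. Each of these argues against the explanation as the whole cause. A lower share of oligodendrocyte lineage cells is argued against by Sox10, Olig1 and Olig2, whose median log2 fold change was -0.10. As a hypothesis, lower expression of these genes within the lineage is consistent with these values. A difference in strain between the groups of mice was not tested for these genes.

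For the collagen genes (median -0.66), the medians of -0.54 with the replicate block and gene length offsets, -0.56 with the block and GC content offsets and -0.64 with the ribosomal RNA share as a covariate argue against such trends as the whole cause. With the mean of 12 fibroblast and mural cell genes that are not collagens as a covariate, the median was -0.26. The same covariate, which correlated with the group at -0.66, also turned the microglia genes from -0.48 to 0.67 and lowered the genes called higher from 729 to 224 and those called lower from 565 to 384, so that this does not single out such cells. Fibroblasts or mural cells in some control cultures, fewer of them as a consequence of the knockout and a change in matrix genes of oligodendroglia all stay open.

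The fall of mt-Nd3 and the rise of Gm28438 may be a shift of reads between near-identical sequences. In the reference, they differ by T9461C over 345 bases compared (base of mt-Nd3, position counted from 1 along the mitochondrial genome, base of Gm28438). Of the normalized counts on both, Gm28438 held 4.29% to 7.06% in the controls and 91.7% to 99.4% in the knockouts, while the log2 ratio of their sum was 0.27. A lower amount of mitochondrial RNA is argued against by a median log2 fold change of -0.10 over 7 abundant mitochondrial genes. A hypothesis is that the mitochondrial genomes of the groups differ at this base.

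Dynlt1b had 2, 7, 1 and 8 counts in the controls, and Tmem181b-ps, with 26, 48, 35 and 45, was detected there at a far lower level than in the knockouts. For Dynlt1b, reads assigned to another near-identical copy are argued against, since the sum over the 4 Dynlt1 genes was higher in the knockouts by 0.81 on the log2 scale. A strain variant carried by one group of mice could explain the pair, but the other 18 genes within 1 Mb had a median log2 fold change of -0.12 with 2 called, which does not decide, since a variant limited to the pair and an effect of genotype cannot be told apart in groups that differ in both. Together with mt-Nd3, a difference in genetic background between knockout and control mice is a hypothesis that reads or genotypes would test. The text of the paper does not name the strain.

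Near Klf13, 8 of 108 tested genes were called within 10 Mb (7.41%), against 1285 of 18243 elsewhere (7.04%, odds ratio 1.06, two-sided Fisher's exact test, p = 0.850). Over the alternatives the p of this test ran from 0.0449, with the ribosomal RNA share as a covariate (14 genes called), to 1, and it was at least 0.182 in every alternative set before the data were examined. An excess of called genes near Klf13 is thus not excluded. Of 508 windows of 5 Mb, 0 passed an adjusted p of 0.05 and 31 an unadjusted p of 0.05. Gm32633, upstream of Klf13, fell from 245 ± 24.6 to 32.0 ± 3.32 normalized counts, A230056P14Rik had a log2 fold change of -1.18 and Gabrg3 1.01. Gm33926 was at least 5.01-fold lower, with at most 1 count in each knockout library. Gm7482, 0 counts in each control, was at least 8.17-fold higher.

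Among lists that belong to no claim, 19 cholesterol synthesis genes had a median log2 fold change of -0.30 and all were lower, 4 of them at an adjusted p of 0.05 by either adjustment. The 22 genes of Reactome's Cholesterol biosynthesis, which hold 18 of them, had a median of -0.31, with 6 lower at an adjusted p of 0.05 and 7 when adjusted over the list alone. The 17 microglia genes had a median of -0.48 with 0 at an adjusted p of 0.05 by either adjustment and 0 at an unadjusted p of 0.05. The 7 endothelial genes had a median of -0.47, with 1 lower at an adjusted p of 0.05, 0 when adjusted over the list alone and 1 at an unadjusted p of 0.05. Of other Klf genes close to Klf9 and Klf13, Klf16 rose from 494 ± 43.3 to 680 ± 108 normalized counts (adjusted p = 0.0367, edgeR's quasi-likelihood test, 0.0930 with the replicate block), and Klf14 had at most 5 counts in any library. Acss2 and Lss had log2 fold changes of -0.09 and -0.42 in these cultures (adjusted p = 0.649 and 0.106 from edgeR). The paper measured both by qRT-PCR in postnatal spinal cord tissue, so that the values are not a like comparison. Knockout replicate 3 had 11 counts on Ddx3y, 7 on Kdm5d, 5 on Eif2s3y and 1 on Uty, where the other libraries had 265 to 1024 on Ddx3y, and it had the most counts on Xist (79333).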
